# The Cardiac Glycoside Deslanoside Exerts Anticancer Activity in Prostate Cancer Cells by Modulating Multiple Signaling Pathways

**DOI:** 10.3390/cancers13225809

**Published:** 2021-11-19

**Authors:** Mingcheng Liu, Qingqing Huang, Jun A, Linyue Li, Xiawei Li, Zhiqian Zhang, Jin-Tang Dong

**Keywords:** prostate cancer, deslanoside, anticancer therapy, cardiac glycosides

## Abstract

**Simple Summary:**

Prostate cancer is a leading cause of cancer-related deaths among men, and novel therapies for advanced PCa are urgently needed. Cardiac glycosides are a group of attractive candidates for anticancer repurposing, but deslanoside has not been tested for a potential anticancer effect so far. This study aims to test the anticancer effect of deslanoside in PCa and investigate the underlying mechanisms. Deslanoside effectively inhibited colony formation and tumor growth in multiple prostate cancer cell lines. Such an inhibitory effect involved both the cell cycle arrest at G2/M and the induction of apoptosis. Deslanoside altered the expression of many genes, which belonged to various cancer-associated cellular processes and signaling pathways. Altered expression levels for 15 deslanoside-modulated genes correlate with recurrence-free survival or overall survival in PCa patients, some of which have not been implicated in cancer before. Therefore, deslanoside exerts anticancer activity in PCa cells by modulating gene expression.

**Abstract:**

Prostate cancer (PCa) is a leading cause of cancer-related deaths among men worldwide, and novel therapies for advanced PCa are urgently needed. Cardiac glycosides represent an attractive group of candidates for anticancer repurposing, but the cardiac glycoside deslanoside has not been tested for potential anticancer activity so far. We found that deslanoside effectively inhibited colony formation in vitro and tumor growth in nude mice of PCa cell lines 22Rv1, PC-3, and DU 145. Such an anticancer activity was mediated by both the cell cycle arrest at G2/M and the induction of apoptosis, as demonstrated by different functional assays and the expression status of regulatory proteins of cell cycle and apoptosis in cultured cells. Moreover, deslanoside suppressed the invasion and migration of PCa cell lines. Genome-wide expression profiling and bioinformatic analyses revealed that 130 genes were either upregulated or downregulated by deslanoside in both 22Rv1 and PC-3 cell lines. These genes enriched multiple cellular processes, such as response to steroid hormones, regulation of lipid metabolism, epithelial cell proliferation and its regulation, and negative regulation of cell migration. They also enriched multiple signaling pathways, such as necroptosis, MAPK, NOD-like receptor, and focal adhesion. Survival analyses of the 130 genes in the TCGA PCa database revealed that 10 of the deslanoside-downregulated genes (*ITG2B*, *CNIH2*, *FBF1*, *PABPC1L*, *MMP11*, *DUSP9*, *TMEM121*, *SOX18*, *CMPK2*, and *MAMDC4*) inversely correlated, while one deslanoside-upregulated gene (*RASD1*) positively correlated, with disease-free survival in PCa patients. In addition, one deslanoside-downregulated gene (*ENG*) inversely correlated, while three upregulated genes (*JUN*, *MXD1*, and *AQP3*) positively correlated with overall survival in PCa patients. Some of the 15 genes have not been implicated in cancer before. These findings provide another candidate for repurposing cardiac glycosides for anticancer drugs. They also suggest that a diverse range of molecular events underlie deslanoside’s anticancer activity in PCa cells.

## 1. Introduction

Prostate cancer (PCa) is a common malignancy worldwide, affecting an estimated 1.4 million men in 2020 [1]. Although the mortality of PCa has begun to decrease since the mid-1990s, it is still a leading cause of cancer-caused deaths in men, killing an estimated 375,000 men in 2020 [1]. Relatively new treatment strategies for advanced prostate cancer, including immunotherapy (Sipuleucel-T), androgen deprivation therapy (abiraterone and enzalutamide), chemotherapy (cabazitaxel), and alpha-emitting bone-seeking radioisotope therapy (radium-233), have shown an improvement in patients’ overall survival (OS) [2,3]. However, most patients with advanced PCa eventually develop metastatic castration-resistant PCa (mCRPC), which have limited responses to different treatments and eventually kill patients within two years [4]. Therefore, it is urgently necessary to develop more effective agents for treating advanced PCa.

Cardiac glycosides are a family of steroid-like compounds extensively used to treat numerous heart conditions, such as cardiac arrhythmias and hypotension, by primarily inhibiting the Na^+^/K^+^-ATPase [5,6,7,8,9]. Recently, in vitro and in vivo studies have demonstrated that some cardiac glycosides, such as ouabain, digoxin, and digitoxin, exert anticancer activities by killing senescent cells, inducing apoptosis, or dissociating clusters of circulating tumor cells into single cells to suppress metastasis [7,10,11]. For example, lanotoside C has an anticancer effect in multiple types of tumors, including glioblastoma, gastric cancer, breast cancer, lung cancer, and liver cancer [12,13,14,15].

Some cardiac glycosides have also been tested in prostate cancer, and different cardiac glycosides appear to have different effects with different mechanisms. For example, digoxin induces apoptosis in both LNCaP and DU 145 PCa cells [16], and proscillaridin A is more potent in the androgen-dependent LNCaP cells than the androgen-independent DU145 cells [17], but digoxin does not appear to affect tumor growth of the LNCaP-derived androgen-responsive C4-2 cells [18]. In addition, the mechanisms of action are often different among different cardiac glycosides, even though the Na/K-ATPase is believed to be the primary target.

A metabolite of lanatoside C, deslanoside or desacetyllanatoside C [19], acts rapidly and is also used to treat congestive heart failure and supraventricular arrhythmias and to control ventricular rate in the treatment of chronic atrial fibrillation. However, deslanoside has not been studied for an anticancer effect in cancers, including prostate cancer.

In the present study, we evaluated whether deslanoside also exerts anticancer activity in PCa cells. Using three PCa cell lines, we found that deslanoside decreased colony formation in vitro and attenuated tumor growth in nude mice. Cellularly, deslanoside arrested the cell cycle at G2/M and caused apoptosis accompanied by consistent molecular changes. Genomic analyses demonstrated that deslanoside altered the expression of 130 genes, many of which belong to cancer-associated cellular processes and signaling pathways. Altered expression levels for 15 deslanoside-modulated genes were significantly associated with disease-free survival or overall survival in PCa patients. These findings suggest that, like many other cardiac glycosides, deslanoside also has anticancer activity in PCa cells by altering a wide range of signaling pathways, providing another candidate for repurposing cardiac glycosides into anticancer drugs.

## 2. Materials and Methods

### 2.1. Deslanoside and Cell Lines

Deslanoside (CAS: 17598-65-1) was purchased from MedChemExpress Corp (Shanghai, China) and dissolved in dimethyl sulfoxide (DMSO) at a concentration of 10 mmol/L.

Human PCa cell lines 22Rv1, PC-3, DU 145, and normal human prostatic epithelial cell RWPE-1were purchased from American Type Cell Culture (ATCC, Manassas, VA, USA). PC-3 and 22Rv1 cells were cultured in RPMI-1640 medium supplemented with 10% fetal bovine serum (FBS, Biological Industries, HAMEK, Israel) and 1% penicillin/streptomycin (100 U/mL, Biological Industries, HAEMEK, Israel). DU 145 cells were cultured in minimum Eagle’s medium (MEM) (Corning, Corning, New York, NY, USA) with 10% FBS. RWPE-1 cells were cultured in a defined keratinocyte-serum free medium (SFM) with a growth supplement. All cells were maintained in an incubator at 37 °C in a humidified atmosphere of 5% CO_2_.

### 2.2. Cell Viability Analysis

RWPE-1, PC-3, 22Rv1, and DU 145 cells were seeded onto 96-well plates at 6 × 10^3^ cells per well, incubated overnight, and treated with various concentrations of deslanoside (0, 0.002, 0.005, 0.014, 0.041, 0.123, 0.37, 1.11, 3.33, and 10 μM) for different periods. Cell viability was measured using the Cell Counting Kit-8 (CCK-8) assay (C0038, Beyotime Biotechnology, Shanghai, China) according to the manufacturer’s instructions. Viable cells were quantified by measuring the absorbance at 450 nm via a microplate reader (Model Synergy HTX, BioTek, Winooski, VT, USA).

### 2.3. Colony Formation Assay

A colony formation assay was conducted as previously described [20]. Briefly, PCa cells were seeded onto 6-well plates at 1000 cells per well, treated with deslanoside at 0, 60, and 120 nM for 13 days for 22Rv1 cells and 0, 40, and 80 nM for 10 days for PC-3 and DU 145 cells. At the end of treatments, colonies were washed with cold PBS, fixed with 4% paraformaldehyde, stained with purple crystal, and then counted by the Image J software (Image J 1.48v, NIH, Bethesda, MD, USA) [21].

### 2.4. EdU (5-ethynyl-2-deoxyuridine) Cell Proliferation Assay

The BeyoClick EdU Cell Proliferation Kit with Alexa Fluor 488 (C0071S, Beyotime Biotechnology, Shanghai, China) was used to determine the cell proliferation rate. Briefly, cells were seeded in 6-well plates at 2.5 × 10^5^ cells/well, incubated with various concentrations of deslanoside for 48 h, washed and incubated with 20 μM EdU for 2 h at 37 °C, fixed with 4% paraformaldehyde, permeated, and stained with EdU Azide Alexa Fluor 488. Proliferating cells and total cells were detected using the flow cytometry (Attune NXT Acoustic Focusing Cytometer-AFC2, Invitrogen, Carlsbad, CA, USA). Data were analyzed using the Attune NXT Software (V3.1.2, Invitrogen, Carlsbad, CA, USA).

### 2.5. Cell Cycle Analysis

PC-3, 22Rv1, and DU 145 cells were seeded onto 6-well plates at 2.5 × 10^5^ cells/well, treated with various concentrations of deslanoside for 48 h, collected and fixed with 70% ice-cold ethanol for 24 h at 4 °C, then washed with pre-chilled PBS, and stained with propidium iodide (PI) solution for 30 min at 37 °C in the dark. Cell cycle distribution was then detected by the flow cytometry system (Attune NXT Acoustic Focusing Cytometer-AFC2, Invitrogen).

### 2.6. Apoptosis Assay

PC-3, 22Rv1, and DU 145 cells were seeded onto 6-well plates at 2.5 × 10^5^ cells/well, treated with various concentrations of deslanoside for 48 h, harvested, and stained with Annexin V-FITC and propidium iodide (PI) using the Annexin V-FITC Apoptosis Detection Kit (C1062M, Beyotime Biotechnology, Shanghai, China). Apoptotic cells and total cells were determined using flow cytometry (Attune NXT Acoustic Focusing Cytometer-AFC2, Invitrogen).

### 2.7. Transwell Assay

For the cell invasion assay, the cells (22Rv1, PC-3, and DU 145) were incubated with indicated concentrations of deslanoside for 24 h. 22Rv1 (5 × 10^4^/well), PC3 (4 × 10^4^/well), and DU 145 (2.5 × 10^4^/well) cells were suspended in serum-free medium and were placed in the upper layer of a trans-well chamber (24-well), which was precoated with 50 μL matrigel and allowed to invade for another 48 h. A complete medium (750 µL) containing 15% FBS was added to the lower chamber. The invaded cells on the lower surface of the membrane were stained with purple crystal. After taking the image by stereoscope (Mshot, Guangzhou, China), 500 µL of 33% acetic acid was added to the lower chamber. The OD value was observed at 570 nm with the help of a microplate reader to reflect the number of cells indirectly. For the cell migration experiment, aside from the fact that matrigel was not applied to the top of the chamber, the other operating procedures were the same as the cell invasion assay.

### 2.8. Western Blotting

A well was used to determine the number of live cells by the trypan blue method to ensure an equal number of live cells are used among different groups before collecting proteins. Cells were washed with cold PBS and collected in lysed buffer containing protease and phosphatase inhibitors to collect proteins. Protein samples were separated by 10% or 12.5% polyacrylamide gel electrophoresis and then transferred onto 0.22 or 0.45 μm pore-size PVDF membrane after being activated by methanol. After blocking with 5% skimmed milk, the membrane was immersed with primary antibodies at 4 °C overnight, washed three times (10 min each), and incubated with HRP conjugated secondary antibody (1:5000) for 1 h at room temperature. Protein bands were then visualized using the ECL substrate reagents in an automatic chemiluminescence analyzer (ChampChemi, Beijing, China). Primary antibodies used in immunoblotting were purchased from Cell Signaling Technology (Danvers, MA, USA), including cleaved caspase 3 (1:1000, #9661), caspase-9 (1:1000, #9508), cleaved PARP (1:1000, #5625), p21 (1:1000, #2947), CDK1 (1:1000, #9116), and Cyclin B1 (1:1000, #4138). The β-actin antibody was purchased from Sigma-Aldrich (1:5000, #A1978, St. Louis, MO, USA), and the Cyclin D1 antibody was from Abcam Inc. (1:1000, #ab134175, Cambridge, MA, USA).

### 2.9. Animal Experiments

Male Balb/c nude mice at 3–4 weeks old were purchased from Charles River (Beijing, China) and maintained in the Animal Center of Southern University of Science and Technology (SUSTech) for 7 days before use. All mouse experiments were approved by the Institutional Animal Care and Use Committee of SUSTech.

The maximum tolerance dose (MTD) of deslanoside was evaluated by monitoring mortality in mice receiving 1 (*n* = 5), 5 (*n* = 5), 10 (*n* = 5), 20 (*n* = 2), 40 (*n* = 2), and 60 (*n* = 2) mg/kg body weight via intraperitoneal injection (i.p.) for up to 3 weeks. Based on the maximum tolerated dose (MTD) data, 5 mg/kg deslanoside was chosen for the therapeutic experiment.

For tumorigenesis assay, 6 mice were used for each group. Tumor cells of 22Rv1 (5 × 10^6^ cells/site) or PC-3 cells (1 × 10^7^ cells/site) in 200 μL PBS mixed with high-concentration Matrigel (Corning, 354248) (1:1) were subcutaneously injected into the right flank of mice. Tumor volumes were measured twice a week. When tumor volumes reached 150 mm^3^ approximately, mice for each cell line were divided into two groups to receive the vehicle control (a solution of 5% DMSO, 30% PEG 300, 5% Tween-80, and 50% saline) and deslanoside at 5 mg/kg/bodyweight via i.p. (5 days per week). During deslanoside administration, mouse body weights and tumor volumes were measured twice a week. Tumor volume (*V*) was determined using the following formula: *V* = (*a*^2^ × *b*)/2, where *a* is the shorter diameter and *b* is the longer diameter of a tumor. After 3 weeks of deslanoside treatment, tumors were surgically isolated, photographed, and weighed. Meanwhile, hearts, lungs, spleens, livers, and kidneys of these mice were collected for further pathological analysis.

### 2.10. Histology and Immunohistochemistry

The tumor tissues and vital organs were fixed with 4% paraformaldehyde, embedded in paraffin, sectioned, deparaffinized in xylene, and rehydrated in graded ethanol. Pathological analysis of vital organs was examined through hematoxylin and eosin (H&E) staining. Immunohistochemical staining was conducted for xenograft tumors of 22Rv1 and PC-3 for Ki-67 protein. The endogenous antigen was repaired by autoclave in 0.01 M sodium citrate buffer for 3 min. At room temperature, tissue sections were incubated with 3% hydrogen peroxide for 10 min to block endogenous catalase activity, with blocking solution (0.1% albumin bovine V mixing with 10% goat serum) for 30 min, and then with primary antibody against Ki-67 (1:2000, ab15580, Abcam) for 1.5 h. After washing, the sections were incubated with the secondary antibody for 15 min, and the staining signal was then detected by DAB solution according to the MaxVision Ⅱ HRP kit (KIT-5920, MXB Biotechnologies, Fuzhou, China). Nuclei were counterstained with hematoxylin. Slides were then dehydrated with graded ethanol, washed with xylene, and mounted with neutral resins. All slides were scanned by an Aperio VERSA 8 Scanner System (Leica Microsystems, Wetzlar, Germany). Positively stained cells were counted using the Image J software (Image J 1.48v, NIH, Bethesda, MD, USA).

### 2.11. RNA-Seq and Bioinformatic Analyses

PC-3 and 22Rv1 cells were seeded onto 6-well plates in a regular medium at 2 × 10^5^ cells/well. On the following day, the medium in each well was replaced with a deslanoside-containing medium (80 nM for PC-3 cells and 120 nM for 22Rv1 cells), and the treatment lasted for 48 h. Cells were then washed once with cold PBS, lysed in the TRIzol reagent (Cat# 15596018, Invitrogen), and total RNA was extracted following the manufacturer’s instructions. At the sequencing facility of the Beijing Genomics Institute (Wuhan, China), mRNA was enriched and fragmented, libraries were constructed using the SE100 protocol, and the libraries were sequenced using the pair-end 100 bp reads on a DNBSEQ instrument.

FASTQ files from sequencing were quality controlled and adapter-trimmed using FASTQC. Paired-end clean reads were aligned to the reference genome using Bowtie2 (V2.2.5) [22], and gene expression levels were calculated using RSEM (v1.2.8) [23]. Differentially expressed genes (DEGs) were identified using DESeq 2 [24] with the thresholds of |log2 (fold change [FC])| > 1 and FDR (adjusted *p* value) < 0.05. The RNA sequencing (RNA-seq) data set is available in the GEO database with the accession number GSE184380.

The Gene Ontology (GO) enrichment and the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analyses were conducted using the R package “clusterProfiler” (Version 3.14.3) for DEGs.

### 2.12. Survival Analysis

RNA-seq data of 499 PCa samples and corresponding information in the Cancer Genome Atlas (TCGA) were downloaded from the UCSC (University of California, Santa Cruz, CA, USA) Xena public data hub (https://xenabrowser.net/ accessed on 22 July 2018). In these 499 samples, 63 did not have recurrence information and thus were excluded for analysis. For overall survival (OS) analysis, the GSE16560 dataset was used, which includes the clinical data for 281 men who either died of prostate cancer or survived for more than 10 years without metastases.

For all DEGs that showed the same trend of deslanoside-induced expression between PC-3 and 22Rv1 cell lines, univariate Cox regression analysis was applied to assess their association with RFS in the TCGA PCa dataset and OS in the GSE16560 dataset; the former only has RFS information while the latter only has OS information. For each of the RFS- or OS-associated deslanoside-modulated genes, PCa patients were classified into high- and low-expression groups by the best cut-off values determined by the function “surv_cutpoint” of the “survminer” (v 0.4.8) R package, and the Kaplan–Meier plotter was used to explore the clinical significance of each gene’s expression change in RFS and OS of PCa patients.

### 2.13. Statistical Analysis

All data were presented as mean ± SD, and all experiments were repeated at least three times. Data were analyzed by Student’s t-test. All statistical analyses were conducted with GraphPad Prism 6. The statistical significance of differences between groups was indicated by asterisks (* *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001). A *p* value smaller than 0.05 was considered statistically significant.

## 3. Results

### 3.1. Deslanoside Exerts an Anticancer Effect in PCa Cells In Vitro and In Vivo

To assess the effect of deslanoside on advanced PCa, we chose the AR-positive 22Rv1 and AR-negative PC-3 and DU 145 PCa cell lines to analyze cell viability, colony formation, and tumorigenesis. CCK8 analysis demonstrated that at both 24 and 48 h, deslanoside significantly decreased viable cells in each of the cell lines in a dose-dependent manner (Figure 1A). Longer treatment (48 h) killed more cells (24 h) when deslanoside doses were higher (≥5 nM in 22Rv1, ≥123 nM in PC-3; ≥123 nM in DU 145) (Figure 1A). Deslanoside’s half-maximal inhibitory concentrations (IC50) at 48 h were 8410, 370, and 180 nM in 22Rv1, PC-3, and DU 145, respectively. We also evaluated the cell viability of deslanoside on normal human prostatic epithelial cells (RWPE-1). The results suggested that the IC50 values of deslanoside on RWPE-1 cells at 24 h and 48 h were 10.17 and 8.84 μM (Figure S3), respectively, which revealed that deslanoside had a lower cytotoxic effect in non-tumor RWPE-1 cells than prostate cancer cells.

Based on these IC_50_ values, we used deslanoside at 0, 60, and 120 nM for 22Rv1 and 0, 40, and 80 nM for PC-3 and DU 145 cell lines in the colony formation assay and all other in vitro experiments. As shown in Figure 1B, deslanoside at all tested concentrations notably reduced the number of colonies, and the higher dose showed a more potent effect than the lower dose in each of the three cell lines (Figure 1B). The size of colonies was also smaller in the deslanoside groups than in the control group (Figure 1B, left).

We then investigated the therapeutic efficacy of deslanoside in 22Rv1 and PC-3 xenograft models. We first tested the toxicity of different doses of deslanoside (1, 5, 10, 20, 40, and 60 mg/kg BW) in mice. The control group received the maximum volume of DMSO used in the treatment groups. Mice receiving 60 mg/kg BW died on the following day, those receiving 40 mg/kg BW died two days later, those receiving 20 mg/kg BW died three days later, and those receiving 1–10 mg/kg BW survived the end of the experiment. The MTD of deslanoside was thus smaller than 20 mg/kg body weight, and the dose of 5 mg/kg BW was then chosen for the therapeutic experiment.

Mice were injected subcutaneously with tumor cells (5 × 10^6^ cells/site for 22Rv1 and 1 × 10^7^ cells/site for PC-3). Once tumors grew to approximately 150 mm^3^ in volume, mice were randomly divided into two groups for each cell line. One group received deslanoside at 5 mg/kg i.p. daily for three weeks, five days/week, and the other received the vehicle control solution. Deslanoside demonstrated a significant inhibitory effect on tumor growth in both the 22Rv1 and PC-3 xenograft models, as indicated by tumor images (Figure 1C,D, left), tumor volumes (Figure 1C,D, middle), and tumor wrights at the end of the experiment (Figure 1C,D, right). The therapeutic effect was more robust in the AR-positive 22Rv1 cells than in the AR-negative PC-3 cells, as the tumor inhibition rates were roughly 80% and 55% in 22Rv1 and PC-3 tumors, respectively. The mice’s body weights remained constant throughout the experiment (Figure S1A), and there were no noticeable pathological changes in the main organs (heart, lung, spleen, kidney) of each group (Figure S1B). We observed some hepatic steatosis in livers of deslanoside-treated mice, which may be related to the drug effect on lipid metabolism, as implied in the bioinformatics analysis below (Figure 6A).

### 3.2. Deslanoside’s Inhibitory Effect on Tumor Growth Involves Cell Cycle Arrest at G2/M

To understand the cellular mechanisms for deslanoside’s anticancer activity, we measured the expression of Ki67, a marker for proliferating cells, using immunohistochemical staining in 22Rv1 and PC-3 xenograft tumors. The rates of Ki67-positive cells were significantly reduced by deslanoside in both 22Rv1 and PC-3 tumors (Figure 2A), indicating that deslanoside inhibits cell proliferation to slow tumor growth.

To further determine the effect of deslanoside on cell proliferation, we measured EdU incorporation, which indicates DNA synthesis, using the flow cytometric analysis in 22Rv1, PC-3, and DU 145 PCa cell lines. Deslanoside significantly attenuated DNA synthesis in each of the cell lines, and a higher dose had a more potent effect (Figure 2B and Figure S2A), providing direct evidence for the inhibitory effect of deslanoside on cell proliferation.

The phase(s) of the cell cycle affected by deslanoside was also examined using flow cytometry analysis. In each of the three PCa cell lines tested, deslanoside caused a significant cell accumulation in the G2/M phase while decreasing cells in the G1 and S phases (Figure 2C). For example, compared to the control group, the higher dose of deslanoside, 120 nM in 22Rv1 and 80 nM in PC-3 and DU 145, increased the proportion of G2/M cells from 12.9% to 25.5%, 12.8% to 21.3%, and 3.0% to 21.7% in 22Rv1, PC-3, and DU 145, respectively, at 48 h treatment (Figure 2C and Figure S2B).

We also analyzed the expression of several cell cycle regulatory proteins, including p21, Cyclin D1, and the G2/M checkpoint-related proteins Cyclin B1 and CDK1 in PCa cells. Deslanoside upregulated p21 expression while downregulating Cyclin B1, CDK1, and Cyclin D1 to a different extent in at least two of the three cell lines (Figure 2D), further supporting an inhibitory effect of deslanoside on cell cycle progression.

### 3.3. Deslanoside Also Causes Apoptosis in PCa Cells

To determine whether deslanoside causes apoptosis in PCa cells, we treated 22Rv1, PC-3, and DU 145 PCa cells by deslanoside and detected apoptotic cells using the flow cytometry assay. Deslanoside treatments for 48 h significantly increased the percentages of apoptotic cells in a dose-dependent manner in each of three the cell lines (Figure 3A).

We also analyzed the expression of apoptosis-related proteins, including cleaved caspase-3, caspase-9, and PARP by Western blotting. Deslanoside increased each of the three proteins’ expression in at least two of the three cell lines (Figure 3B). Unexpectedly, cleaved caspase-3 was decreased in 22Rv1 cells (Figure 3B).

### 3.4. Deslanoside Suppresses the Migration and Invasion Abilities of Prostate Cancer Cells

Metastasis results in more than 90% of cancer-related deaths and frequently occurs in advanced PCa patients. We then evaluated the effects of deslanoside on the migratory abilities of three types of prostate cancer cells through transwell assays. As characterized by cell migration assays, deslanoside treatment led to a potent reduction in migration experiments indicated the inhibitory effects of deslanoside on cell mobility (Figure 4A). To evaluate the effects of deslanoside on prostate cancer cell invasion, we performed transwell invasion experiments, and the data suggest that the invasion ability of tumor cells was much lower in deslanoside-treated groups (Figure 4B) compared with the control cells. These results suggest that deslanoside inhibits prostate cancer cell migration and invasion in vitro.

### 3.5. Deslanoside Alters Multiple Biological Processes and Signaling Pathways

To explore the molecular mechanisms for deslanoside’s anticancer activity in PCa cells, we performed RNA-sequencing in 22Rv1 and PC-3 cells treated with deslanoside. 

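RNA was sequenced from 12 cultures, 3 control and 3 deslanoside-treated cultures of each cell line. PC-3 is an androgen receptor-negative prostate cancer line from a bone metastasis, and 22Rv1 is an androgen receptor-positive line derived from a xenograft of a prostate carcinoma. Deslanoside is a cardiac glycoside, a compound also used to treat congestive heart failure. Treatment lasted 48 h, at 80 nM in PC-3 and 120 nM in 22Rv1, so each cell line was sequenced at 1 dose. The paper gives the control cultures 0 nM, the sample labels call them untreated, and the description of the series names DMSO. The authors aligned the reads with Bowtie2 and estimated expected counts per gene with RSEM. They deposited these counts without normalization, beside FPKM and TPM, for 18615 genes listed by symbol and NCBI gene ID. The paper's text does not name the genome build. Gene positions given here are those of GENCODE release 29 on GRCh38, in which 18198 of the genes were found by their NCBI gene ID. RSEM divides reads that match several genes among them, so the counts of near-identical genes are uncertain, and so are those of overlapping genes, since the use of strand is not stated. Total expected counts per library ranged from 26380345 to 27607421 in PC-3, with a median of 26544985 in the control and 26441481 in the deslanoside group. In 22Rv1 they ranged from 24053020 to 25526382, with medians of 24176428 and 24749366. The 10 most abundant genes took between 3.42% and 4.38% of the counts of a library. Replicate libraries of a group differed by more than sampling noise in every pair, with a chi-square per degree of freedom between 1.64 and 8.17. The values of 6.64 and 8.17 came from pairs with replicate 1 of the deslanoside-treated 22Rv1 cells, and the other pairs reached at most 2.82. All 12 were kept as separate samples. This excess cannot show that the cultures were grown independently, which neither the sequencing methods nor the sample labels state. The p-values therefore refer to the spread among these cultures.

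Expected counts were rounded to whole numbers, genes with low counts were removed with edgeR's filterByExpr, and libraries were scaled by the TMM method. Each cell line was fitted alone with edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini-Hochberg method. A differentially expressed gene (DEG) has an adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper, which used DESeq2. Levels are CPM after TMM scaling, as mean ± SD over 3 libraries, and log2 fold changes compare deslanoside with control. Reads of the other cell line were sought with marker genes, which had more than 50 CPM in both groups of one line and a median under 0.3 CPM in the remaining libraries of the other. In replicate 1 of the deslanoside-treated 22Rv1 cells, 43 PC-3 markers had a median of 4.61% of their level in deslanoside-treated PC-3 cells (interquartile range 4.39% to 4.73%). In the other libraries this share lay between -0.0952% and 0.245%, where a negative value is a level under the median of the remaining libraries of the line. Values of 22Rv1 were therefore also computed with the PC-3 reads subtracted by each library's share, and these values are given for named genes whose call they change.

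**Figure D1:**
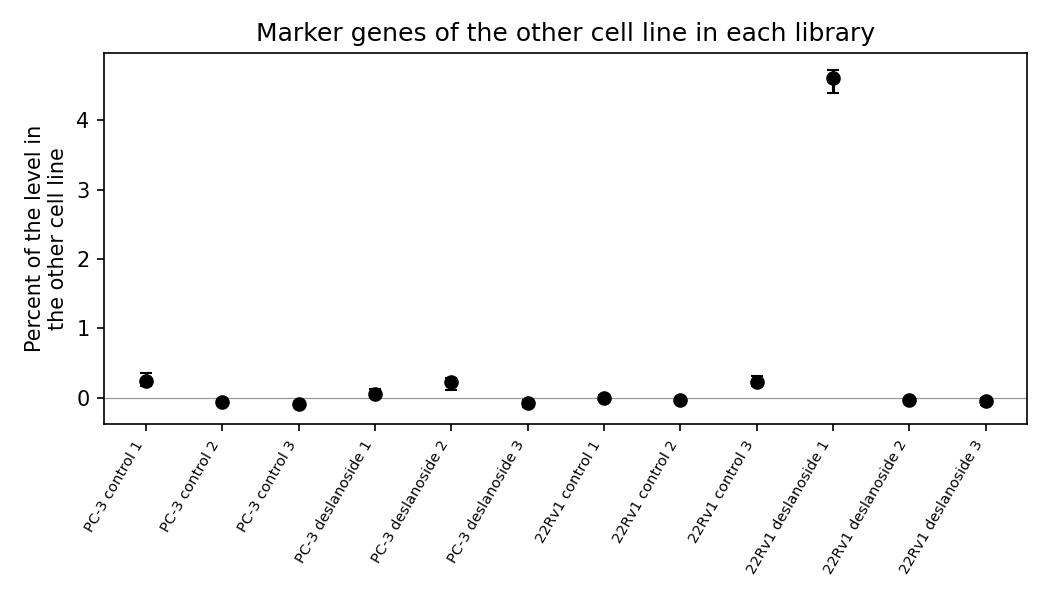
Share of the other cell line's level found in each of the 12 libraries, in percent, as the median over marker genes with the interquartile range as a bar. Replicate 1 of the deslanoside-treated 22Rv1 cells lies at 4.61%, and the other libraries lie between -0.0952% and 0.245%.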

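After the filter on low counts, 13615 genes were tested in PC-3 and 14187 in 22Rv1. An adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was reached by 9111 genes in PC-3 and by 9831 in 22Rv1. The fold-change threshold therefore removed most of the genes that passed the test. Every deslanoside library lay beyond every control library for 9532 genes (70%) in PC-3 and for 10386 genes (73.2%) in 22Rv1, where chance gives 10% with 3 libraries against 3. The median log2 fold change over all tested genes was 0.0031 in PC-3 and -0.015 in 22Rv1, and with scaling by library size only it was -0.049 and -0.052.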

Combining both calibrated *p*-value (<0.05) and |log2FoldChange| (>1), we identified a large number of differentially expressed genes (DEGs) after deslanoside treatment. The volcano plot revealed that a total of 701 and 1085 DEGs in PC-3 and 22Rv1 cells, respectively (Figure 5A). Of these DEGs, 141 were differentially expressed in both the cell lines, including 84 upregulated and 46 downregulated (Figure 5B). However, 11 of the 141 genes showed opposite trends of expression changes between the two cell lines after deslanoside treatment (Figure 5B), and these 11 genes were excluded for further analysis.

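In PC-3, 679 genes passed both thresholds, of which 389 were higher and 290 lower with deslanoside. In 22Rv1 there were 1149, of which 550 were higher and 599 lower. The balance of the directions depended on the setting. With library size only, 351 were higher and 332 lower in PC-3, and 498 and 659 in 22Rv1. With limma on log2(FPKM + 0.1), 237 were higher and 241 lower in PC-3. In 22Rv1, 568 were higher and 527 lower with DESeq2, and 538 and 717 without deslanoside replicate 1. With DESeq2, the numbers of DEGs were 713 and 1095. The alternative that moved the counts most was limma on log2(FPKM + 1), with 175 DEGs in PC-3 and 337 in 22Rv1, a scale on which the added 1 shrinks the change of genes with low values. With each library left out in turn, the number lay between 693 and 751 in PC-3 and between 1114 and 1255 in 22Rv1.

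Among DEGs with no overlap of libraries, FCGR1A (NCBI gene 2209, chromosome 1 from 149782671 to 149792518) had the largest increase in PC-3, from 0.220 ± 0.00500 to 8.84 ± 0.812 CPM. Its log2 fold change was 5.30 (standard error 0.18, adjusted p = 3.49e-15) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. FCGR1A has near-identical copies on the same chromosome, so its reads could be divided among them. The uncharacterized locus LOC112268237 followed with 4.77 and ATF3 with 4.66, the latter from 5.92 ± 0.649 to 150.0 ± 8.08 CPM. The largest decreases in PC-3 were those of KCP, with a log2 fold change of -3.20, ITGA4 with -2.59 and TTC29 with -2.55. KCP counts were 29 to 31 per control library and 2 to 4 per deslanoside library. ITGA4 did not change detectably in 22Rv1, where its log2 fold change was -0.16 (standard error 0.28, adjusted p = 0.632) in the same edgeR test.

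In 22Rv1, the largest increases belonged to genes with at most 3 counts in each control library, so only a lower bound can be given. IGFBP1 was at least 12.7-fold higher, with 31 to 44 counts per deslanoside library. GUCA2B was at least 5.58-fold higher. For MYPN the bound came to 8.25-fold, but it includes 1.39 CPM from deslanoside replicate 1, the library with PC-3 reads. It is therefore not a lower bound for 22Rv1 cells alone. MYPN is abundant in PC-3, and after subtraction of the PC-3 reads it no longer passed the filter on low counts in 22Rv1. It was still a DEG without deslanoside replicate 1, and had 0.656 and 0.956 CPM in the other deslanoside libraries. Among the decreases, ATP12A fell from 14.5 ± 1.07 to 0.593 ± 0.266 CPM, a log2 fold change of -4.60 (standard error 0.21, adjusted p = 3.06e-08) in edgeR's quasi-likelihood test. TMEFF1 was at least 10.2-fold lower. UTP14C, a copy of UTP14A without introns in its coding sequence, had 143 to 372 counts per control and 0 to 29 per deslanoside library, and its reads could be divided between the 2 genes. With DESeq2, UTP14C did not pass, with a Benjamini-Hochberg adjusted p of 0.0586, the highest of its alternatives, which went down to 1.83e-09.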

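In the re-computed lists, 156 genes were DEGs in both cell lines. Of these, 85 were higher and 58 lower in both, which makes 143 with the same direction. A further 523 genes were DEGs only in PC-3 and 993 only in 22Rv1. The alternative that moved the overlap most was limma on log2(FPKM + 1), with 26 shared DEGs, and DESeq2 gave 141. Over the 12829 genes tested in both lines, the log2 fold changes had a Pearson correlation of 0.417 and a Spearman correlation of 0.442. This is a correlation across genes, which are not independent replicates, and its jackknife standard error over the 12 libraries was 0.0294. Among DEGs with the same direction and no overlap of libraries in either line, those with the largest smaller change of the 2 lines were chosen. FOS rose by 3.82 on the log2 scale in PC-3, from 0.183 ± 0.0656 to 2.65 ± 0.596 CPM, and by 2.51 in 22Rv1. MUC13 rose from 125 ± 10.4 to 653 ± 28.3 CPM in 22Rv1 and had a log2 fold change of 3.04 in PC-3. NR4A3 had 2.46 in PC-3 and 3.16 in 22Rv1. MMP10 had 2.58 and 4.25, from at most 6 counts in any control library. NPC1L1 had 2.30 in 22Rv1 and was at least 8.89-fold higher in PC-3, where no control library had more than 3 counts. Of the decreases, UCP2 fell from 12.8 ± 1.14 to 3.14 ± 0.148 CPM in PC-3 and from 15.6 ± 0.767 to 3.61 ± 0.427 CPM in 22Rv1. Its log2 fold changes were -2.03 (standard error 0.096, adjusted p = 4.99e-13) and -2.11 (standard error 0.10, adjusted p = 3.53e-08) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. SFT2D3 had -2.32 and -2.38, with as few as 0 counts in a deslanoside library of each line, and did not pass with DESeq2 (Benjamini-Hochberg adjusted p = 0.204 in PC-3 and 0.166 in 22Rv1). These were the highest of its alternatives, which went down to 3.04e-06 in PC-3 and 2.02e-09 in 22Rv1. PALD1 had -2.00 and -2.42.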

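In the re-computed lists, 13 of the shared DEGs changed in opposite directions. The alternatives gave between 1 and 29 such genes, and the largest number came from one fit over all 12 libraries. The 12 of the 13 genes with the smallest p for the interaction between treatment and cell line, in a fit over all 12 libraries, are named here. Lower in PC-3 and higher in 22Rv1 were KIF21B, MYL9, PALM3, FST, LAT2, MUC2, TNS4 and RSPH1. KIF21B (chromosome 1 from 200969390 to 201023700) fell from 11.3 ± 0.755 to 4.99 ± 0.175 CPM in PC-3 and rose from 8.05 ± 0.827 to 28.7 ± 0.776 CPM in 22Rv1, and its log2 fold change was higher by 3.03 in 22Rv1. PALM3 changed from 4.77 ± 0.695 to 1.31 ± 0.238 CPM in PC-3 and from 1.01 ± 0.0560 to 6.17 ± 0.390 CPM in 22Rv1. Higher in PC-3 and lower in 22Rv1 were ARNT2, TRAF1, TMEM45A and MYLK4. ARNT2 rose from 0.573 ± 0.0475 to 3.91 ± 0.522 CPM in PC-3 and fell from 12.1 ± 0.533 to 3.49 ± 0.256 CPM in 22Rv1. Calls of TNS4, TMEM45A and RSPH1 were lost when single libraries were left out. TNS4 had a log2 fold change of 1.15 in 22Rv1, which was 0.90 without deslanoside replicate 1 and 0.93 with the PC-3 reads subtracted. In PC-3 it had -1.02, and -0.99 without control replicate 1 or deslanoside replicate 3. TMEM45A had -1.43 in 22Rv1 and -2.75 with the PC-3 reads subtracted. It was -1.22 without control replicate 1, -0.999 without deslanoside replicate 2 and -1.21 without deslanoside replicate 3. RSPH1 had 1.02 in 22Rv1, 0.85 without control replicate 2, 0.92 without deslanoside replicate 2 and 0.98 with scaling by library size only. With DESeq2, MUC2 and MYLK4 did not pass in 22Rv1, with Benjamini-Hochberg adjusted p-values of 0.0665 and 0.091, and RSPH1 did not pass in PC-3, with 0.0557. Over all alternatives, the adjusted p of these tests ranged from 6.44e-04 to 0.341 for MUC2, from 0.00365 to 0.091 for MYLK4 and from 8.36e-04 to 0.0557 for RSPH1.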

We performed the GO term enrichment analysis and the KEGG pathway analysis for the 130 genes showing the same trends of expression changes in both 22Rv1 and PC-3 cell lines. 

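The annotation of biological processes behind the GO analysis was not used here. In its place, 10 gene lists were tested in each cell line with camera at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over the 20 tests. The lists, their tests and the rule that chose the named genes were fixed before the data were examined. So were the alternatives, other than the subtraction of PC-3 reads and 4 of those for the correlation between the lines. Some genes outside the rule were named after their values were seen. The lists were written with Figure 5C already read, so their members in that figure are not independent evidence. Of the 20 tests, 17 had an adjusted p under 0.05. The alternative that moved this count most was camera with the correlation estimated from the data, under which 6 held. Among these were the immediate-early and histone genes in PC-3, and the S-phase genes, immediate-early genes and MAP kinase phosphatases in 22Rv1. Under fry, 19 tests passed, all but the sterol synthesis genes in PC-3.

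For DNA replication, the 43 S-phase genes had a median log2 fold change of -0.28 in PC-3, where 2 of them rose, and of -0.57 in 22Rv1, where 1 rose. The adjusted p of camera was 6.54e-08 in PC-3 and 1.77e-23 in 22Rv1. The 54 genes of the G2/M list had a median of 0.10 in PC-3 (camera, adjusted p = 0.0309) and of -0.23 in 22Rv1 (camera, adjusted p = 1.1e-05). For lipid metabolism, the 22 sterol synthesis genes had medians of -0.05 in PC-3 (camera, adjusted p = 0.514) and -0.23 in 22Rv1 (camera, adjusted p = 0.00195). The histone genes rose, with a median of 1.92 over the 44 tested in PC-3 (camera, adjusted p = 1.05e-13) and of 0.96 over the 24 tested in 22Rv1 (camera, adjusted p = 0.0309). Of the histone genes in Figure 5C, H2BC12 (chromosome 6 from 27146418 to 27146798) rose from 40.8 ± 1.95 to 111 ± 5.93 CPM in PC-3 and from 17.6 ± 1.08 to 49.8 ± 0.932 CPM in 22Rv1. H2AW had log2 fold changes of 2.29 and 1.35, H2AC13 of 1.50 and 1.30, and H2BC13 of 1.46 and 2.07. H4C14 and H4C15 have the same counts in every library, which RSEM gives where it cannot part 2 identical copies, and both had 1.28 and 1.82. Histone genes are near-identical to one another, so the counts of single members are uncertain.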

The GO enrichment analysis revealed that the biological processes enriched with more genes included “response to steroid hormones”, “lipid metabolic process”, “epithelial cell proliferation”, “cell migration”, “voltage-gated calcium channel activity”, “DNA replication”, “cyclin-dependent protein serine/threonine kinase activity”, “cell apoptosis”, etc. (Figure 6A).

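For the MAPK pathway, lists of immediate-early genes, which growth factor signalling induces, and of MAP kinase phosphatases were tested. The 23 immediate-early genes tested in PC-3 had a median log2 fold change of 1.03, with 21 rising (camera, adjusted p = 1.52e-20). In 22Rv1, the 24 tested had a median of 1.11, with 23 rising (camera, adjusted p = 4.04e-11). EGR1 (chromosome 5 from 138465490 to 138469315) rose from 0.184 ± 0.0765 to 4.67 ± 0.105 CPM in PC-3 and from 12.4 ± 1.16 to 26.9 ± 0.644 CPM in 22Rv1. Its log2 fold changes of 4.64 and 1.12 differed between the lines, with an adjusted p of 7.41e-08 for the interaction in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. ARC had 4.08 in PC-3 and 1.50 in 22Rv1, FOSB 2.90 and 1.81, NR4A2 2.21 and 2.68, and CSRNP1 1.22 and 1.08. The 10 MAP kinase phosphatases had a median of 0.26 in PC-3 (camera, adjusted p = 0.00708) and 1.32 in 22Rv1 (camera, adjusted p = 1.56e-08). DUSP1 rose from 9.60 ± 0.441 to 33.3 ± 1.32 CPM in PC-3 and from 24.5 ± 1.25 to 70.0 ± 2.13 CPM in 22Rv1. DUSP10 had log2 fold changes of 1.53 and 1.69. Of the 10 phosphatases, 7 rose in each line. DUSP9, also on this list, was a DEG with lower levels in both lines, with -1.79 and -1.09.

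For the TNF and NOD-like receptor pathways, a list of NF-kB target genes was tested. Its median was 0.24 over 21 genes in PC-3 (camera, adjusted p = 0.00135). Over 15 genes in 22Rv1 it was 0.79, which did not pass (camera, adjusted p = 0.0543). The median difference between the lines (22Rv1 less PC-3) was 1.27 over 21 genes, and 0.291 with the PC-3 reads subtracted. Neither difference passed in camera (adjusted p = 0.121 and 0.253), and the PC-3 reads had enlarged it. BIRC3 rose from 38.1 ± 0.344 to 87.0 ± 1.84 CPM in PC-3 and from 2.81 ± 0.319 to 18.6 ± 1.97 CPM in 22Rv1. TNFAIP3 rose from 22.7 ± 0.460 to 54.7 ± 2.13 CPM in PC-3. In 22Rv1 its log2 fold change of 1.45 rested on the library with PC-3 reads, and was 0.67 without it and 0.46 with those reads subtracted. Its call was also lost without control replicate 1 or 3, where the log2 fold change was 1.32 and 1.41. The KEGG annotation was not used here.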

In the KEGG pathway analysis, multiple signaling pathways were significantly enriched after deslanoside treatment, including those of necroptosis, MAPK, NOD-like receptor, focal adhesion, small cell lung cancer, GnRH, IL-17, TNF, apoptosis, ECM-receptor interaction, choline metabolism in cancer, and linoleic acid metabolism (Figure 6B). Most of these signaling pathways are associated with cancer, providing mechanistic insights into deslanoside’s anticancer activity.

### 3.6. Expression Levels of 15 Deslanoside-Modulated Genes Are Associated with Patient Survival in Prostate Cancer

To further determine the significance of the 130 deslanoside-modulated genes in human prostate cancer (Figure 5), we evaluated the correlation of a gene’s expression levels with disease-free survival (DFS) and overall survival (OS) using the TCGA PCa database and the univariate Cox regression analysis. In total, higher expression levels of 17 genes were significantly associated with worse RFS, including *ITGA2B*, *C1QTNF4*, *CDKN2B*, *CNIH2*, *FBF1*, *PABPC1L*, *MMP11*, *DUSP9*, *TMEM121*, *COL8A1*, *SOX18*, *SLC6A6*, *CMPK2*, *GPNMB*, *CYP2E1*, *MAMDC4*, and *REM2* (Table 1). Meanwhile, there were two genes that had higher expression levels associated with better DFS, including *RASD1* and *RBP7* (Table 1). Of these 17 genes, 10 were downregulated by deslanoside, including *ITG2B*, *CNIH2*, *FBF1*, *PABPC1L*, *MMP11*, *DUSP9*, *TMEM121*, *SOX18*, *CMPK2*, and *MAMDC4* (Figure 5C and Figure 7A), suggesting oncogenic roles for these genes. 

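All 10 of these genes were DEGs with lower levels after deslanoside in both lines, and the files list the first as ITGA2B. Their log2 fold changes lay between -2.13 and -1.08 in PC-3 and between -1.99 and -1.05 in 22Rv1. The adjusted p lay between 3.22e-13 and 1.28e-04 in PC-3 and between 2.67e-08 and 0.00854 in 22Rv1, in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. SOX18 (chromosome 20 from 64047582 to 64049641) fell from 1.59 ± 0.241 to 0.359 ± 0.0233 CPM in PC-3 and from 2.79 ± 0.343 to 0.718 ± 0.173 CPM in 22Rv1. CNIH2 (chromosome 11 from 66278190 to 66285301) fell from 2.52 ± 0.280 to 0.655 ± 0.0802 CPM and from 20.5 ± 2.04 to 5.16 ± 0.157 CPM. CMPK2 (chromosome 2 from 6840570 to 6866635) fell from 0.962 ± 0.0724 to 0.257 ± 0.195 CPM and from 4.53 ± 0.327 to 1.26 ± 0.341 CPM. FBF1 (chromosome 17 from 75909574 to 75941140) and PABPC1L (chromosome 20 from 44910062 to 44959035) were the most abundant of the 10 in both lines. FBF1 fell from 31.6 ± 0.721 to 14.8 ± 0.521 CPM in PC-3 and from 28.7 ± 0.716 to 12.4 ± 0.450 CPM in 22Rv1, and PABPC1L from 30.3 ± 1.15 to 13.9 ± 0.523 CPM and from 26.1 ± 0.878 to 12.6 ± 0.740 CPM. DUSP9 (chromosome X from 153642492 to 153651326) fell more in PC-3, with a log2 fold change of -1.79, than in 22Rv1 with -1.09, and the interaction between the lines had an adjusted p of 0.00271 in edgeR's quasi-likelihood test. In 22Rv1 the value of DUSP9 was -0.98 without control replicate 1, short of the fold-change threshold. MMP11 had -1.41 in PC-3 and -1.39 in 22Rv1, MAMDC4 -1.29 and -1.59, TMEM121 -1.08 and -1.28, and ITGA2B -1.19 and -1.35. ITGA2B had only 5 to 14 counts per deslanoside library of 22Rv1.

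Of the other 7 genes, CDKN2B, COL8A1, SLC6A6, GPNMB, CYP2E1 and REM2 were DEGs with higher levels in both lines. Their log2 fold changes lay between 1.04 and 1.97 in PC-3 and between 1.29 and 1.76 in 22Rv1. CDKN2B (chromosome 9 from 22002903 to 22009363) rose from 22.1 ± 1.14 to 55.5 ± 3.18 CPM in PC-3 and from 5.12 ± 0.684 to 15.0 ± 1.41 CPM in 22Rv1, and SLC6A6 (chromosome 3 from 14402576 to 14489349) from 87.4 ± 1.64 to 180.0 ± 4.92 CPM and from 61.8 ± 1.74 to 193 ± 9.21 CPM. With scaling by library size only, SLC6A6 had a log2 fold change of 0.99 in PC-3. C1QTNF4 (chromosome 11 from 47589664 to 47594659) was a DEG in PC-3, with a log2 fold change of 1.73 (standard error 0.27, adjusted p = 1.29e-05) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In 22Rv1 it had 0 to 1 counts per control library and 4 to 6 per deslanoside library, was at least 1.67-fold higher, and did not pass the filter on low counts. Over the 24 genes of Table 1, 24 were DEGs in PC-3 and 23 in 22Rv1, with p-values adjusted over all genes. The numbers were again 24 and 23 when adjusted over the list alone, and since the study chose the list on these samples, this is not independent evidence. No Table 1 gene lost its call with the PC-3 reads subtracted. From higher expression in patients with worse survival, which was not analysed here, and lower levels after deslanoside, the paper proposes oncogenic roles for the 10 genes.

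**Figure D2:**
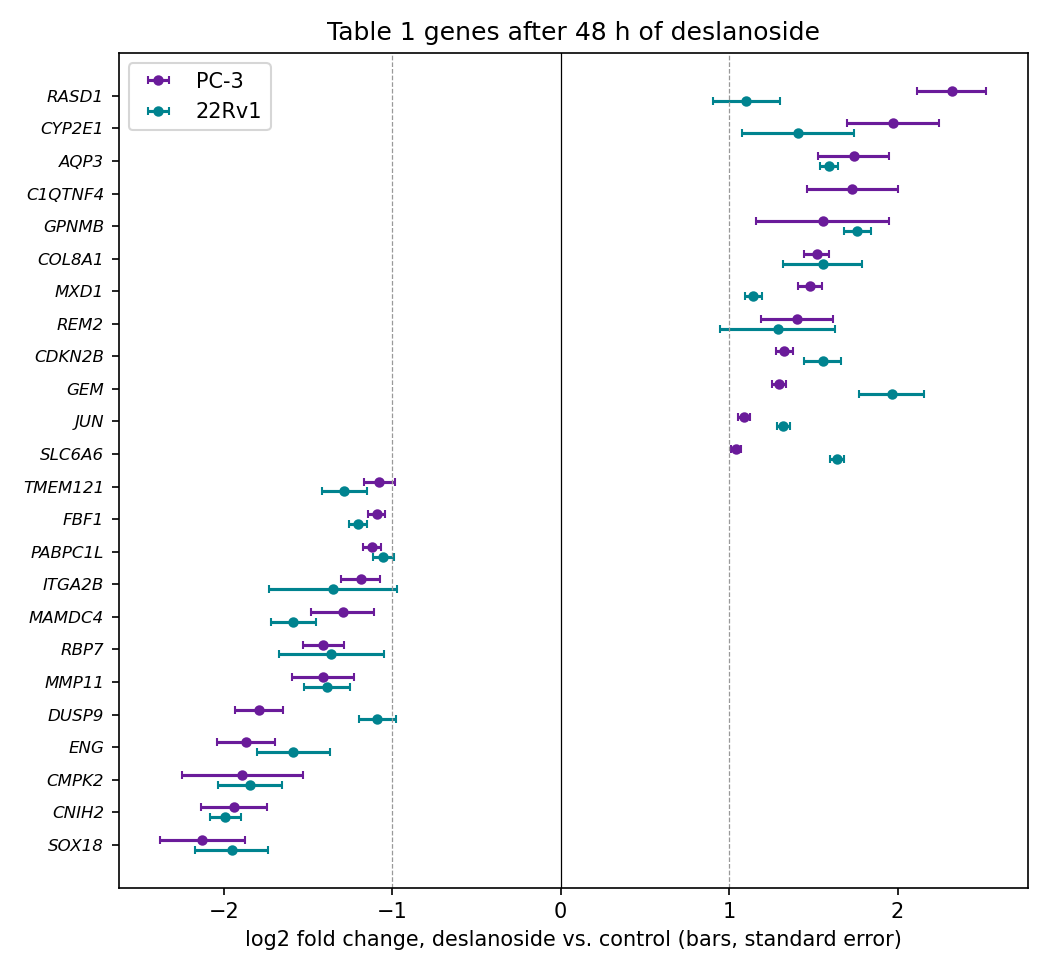
log2 fold change, deslanoside against control, of the 24 genes of Table 1 in PC-3 and 22Rv1, with the standard error as a bar. C1QTNF4 has a value in PC-3 only, and each of the other 23 genes lies on the same side of 0 in both lines.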

Meanwhile, one of the two genes whose upregulation was associated with better survival, *RASD1*, was upregulated by deslanoside, suggesting a tumor suppressor function for *RASD1* (Figure 5C and Figure 7A). 

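RASD1 (chromosome 17 from 17494437 to 17496395) rose from 0.512 ± 0.0583 to 2.58 ± 0.264 CPM in PC-3, a log2 fold change of 2.32 (standard error 0.20, adjusted p = 5.1e-09) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In 22Rv1 it rose from 0.896 ± 0.140 to 1.93 ± 0.200 CPM, with 1.10 (standard error 0.20, adjusted p = 5.78e-04) in the same edgeR test. The increase was larger in PC-3, with an adjusted p of 0.00148 for the interaction in edgeR's quasi-likelihood test. RBP7 (chromosome 1 from 9997206 to 10016020) fell from 6.48 ± 0.576 to 2.44 ± 0.333 CPM in PC-3 and from 1.23 ± 0.290 to 0.473 ± 0.166 CPM in 22Rv1. Its log2 fold change was -1.41 (standard error 0.12, adjusted p = 4.56e-09) in PC-3 and -1.36 (standard error 0.31, adjusted p = 0.00272) in 22Rv1, again from edgeR's quasi-likelihood test. Both genes kept their calls with each library left out in turn.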

Kaplan–Meier analysis confirmed the findings from the univariate Cox regression analysis (Figure 7, Table 1).

We also performed the univariate Cox regression analysis in the GSE16560 dataset where the OS information is available. Higher *ENG* and *GEM* expression levels were associated with a worse OS, and *ENG* was downregulated by deslanoside (Table 1, Figure 7B), suggesting an oncogenic function of *ENG* in PCa cells. 

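ENG, the gene of endoglin (chromosome 9 from 127815012 to 127854756), fell from 3.15 ± 0.199 to 0.859 ± 0.109 CPM in PC-3. Its log2 fold change was -1.87 (standard error 0.17, adjusted p = 1.04e-08) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The decrease in 22Rv1 was from 2.00 ± 0.370 to 0.662 ± 0.0423 CPM, with -1.59 (standard error 0.22, adjusted p = 7.59e-05) in the same edgeR test. GEM (chromosome 8 from 94249253 to 94262350) rose from 22.7 ± 0.740 to 55.8 ± 1.31 CPM in PC-3, with a log2 fold change of 1.30 (standard error 0.042). In 22Rv1 it rose from 1.37 ± 0.224 to 5.36 ± 1.18 CPM, with 1.96 (standard error 0.19). GEM is more abundant in PC-3, and its value in 22Rv1 was 1.77 with the PC-3 reads subtracted. No call of either gene was lost when a library was left out.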

Higher levels of *JUN*, *MXD1*, *AQP3* were associated with a better OS (Table 1, Figure 7B), and all three of them were upregulated by deslanoside (Figure 5C), suggesting their tumor suppressor role in PCa. 

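JUN (chromosome 1 from 58780788 to 58784327) was the most abundant of the 3 genes in PC-3 and rose from 108 ± 3.80 to 229.5 ± 12.3 CPM there and from 54.8 ± 0.648 to 137 ± 6.20 CPM in 22Rv1. Its log2 fold changes were 1.09 (standard error 0.036, adjusted p = 1.75e-15) and 1.32 (standard error 0.039, adjusted p = 2.24e-09) in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. MXD1 (chromosome 2 from 69897688 to 69942945) rose from 9.13 ± 0.871 to 25.4 ± 1.47 CPM in PC-3 and from 14.1 ± 0.231 to 31.0 ± 0.768 CPM in 22Rv1, with log2 fold changes of 1.48 and 1.14. AQP3 (chromosome 9 from 33441154 to 33447633) rose from 0.720 ± 0.154 to 2.41 ± 0.437 CPM in PC-3, where it had 16 to 24 counts per control library, and from 59.4 ± 2.08 to 179 ± 13.5 CPM in 22Rv1. Its log2 fold changes were 1.74 (standard error 0.21, adjusted p = 5e-07) and 1.59 (standard error 0.055, adjusted p = 4.96e-09) in edgeR's quasi-likelihood test. Each library left out in turn kept JUN between 1.05 and 1.13 in PC-3, MXD1 between 1.12 and 1.18 in 22Rv1, and AQP3 between 1.59 and 1.91 in PC-3.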

Again, Kaplan–Meier analysis confirmed the findings from the univariate Cox regression analysis (Figure 7, Table 1).

## 4. Discussion

While several cardiac glycosides have been established as anticancer agents in in vitro and in vivo models of different types of cancers, the rapidly acting cardiac glycoside deslanoside, which is also used to treat congestive heart failure and supraventricular arrhythmias, has not been reported for anticancer activity. In this study, we report that deslanoside reduced the cell proliferation rate, caused cell cycle arrest at G2/M, induced apoptosis, decreased colony formation, suppressed the migration and invasion abilities and inhibited tumor growth in human prostate cancer cell lines, including the AR-positive 22Rv1 and AR-negative PC-3 and DU 145 (Figure 1, Figure 2, Figure 3 and Figure 4). These findings indicate that deslanoside also has anticancer activity in prostate cancer cells. These findings also provide another candidate for repurposing cardiac glycosides for the treatment of cancer.

The inhibitory effect of deslanoside on tumor growth involves both the inhibition of cell proliferation and the induction of apoptosis. Proliferation inhibition was indicated by the Ki-67 staining (Figure 2A), the rate of DNA synthesis (Figure 2B), cell cycle distribution (Figure 2C), and the expression of cell cycle regulatory proteins, including p21, Cyclin B1, CDK1, and Cyclin D1 (Figure 2D). Apoptosis induction is indicated by the flow cytometry analysis and the expression of apoptosis-related proteins, including cleaved forms of caspase 3, caspase 9, and PARP (Figure 3). Both the inhibition of cell proliferation and the induction of apoptosis are common mechanisms of tumor growth inhibition for other cardiac glycosides [25,26]. For example, αlDiginoside causes S phase arrest and apoptosis in human oral squamous cell carcinoma cells [27], ouabain and digoxin induce apoptosis in prostate cancer cells [16,28], and so does the lanatoside C, which gives rise to deslanoside after adding an acetyl group, in cell lines from different types of cancers [13].

The molecular mechanisms for how cardiac glycosides inhibit tumor growth appear to be diverse, involving different signaling pathways for different cardiac glycosides in different types of cancers [26]. While all cardiac glycosides inhibit the Na^+^/K^+^-ATPase activity, leading to the subsequent intracellular decrease of K^+^ and increase of Na^+^ and Ca^2+^, diverse molecular mechanisms appear to underlie their anticancer activities. For example, the mechanisms for cell cycle arrest and apoptosis induction could involve the initiation of Apo2L/TRAIL and death receptors 4 and 5 in non-small cell lung cancer cells [29]; the inhibition of the PI3K/AKT/mTOR signal pathway and the downregulation of Bcl-2, Mcl-1, MYC, and STAT-3, etc. [27,30]; the cleavage of Rock-1 and Rock-2 [31]; the generation of ROS [32]; the attenuation of MAPK, Wnt, JAK-STAT, and PI3K/AKT/mTOR signaling pathways [13]; and the export of fibroblast growth factor-2 (FGF-2) [33].

Regarding the molecules and signaling pathways modulated by deslanoside, our genome-wide gene expression profiling and bioinformatic analyses revealed both previously reported and novel mechanisms. For example, the processes of epithelial cell proliferation, cell migration, DNA replication, cyclin-dependent kinase activity, and apoptosis were enriched by deslanoside-modulated genes (Figure 6A), which is consistent with reported molecular mechanisms for other cardiac glycosides. On the other hand, the enrichment of processes like response to steroid hormones, lipid metabolism, and voltage-gated calcium channel activity (Figure 6A) have not been well documented for cardiac glycosides. In addition, among the enriched signaling pathways, including those of necroptosis, MAPK, NOD-like receptor, focal adhesion, small cell lung cancer, GnRH, IL-17, TNF, apoptosis, ECM-receptor interaction, choline metabolism in cancer, and linoleic acid metabolism (Figure 6B), many have not been reported for their involvement in the anticancer effects of other cardiac glycosides. Such mechanistic information should help to understand how cardiac glycosides inhibit tumor growth and support the repurposing of cardiac glycosides into anticancer drugs.

The antitumor effect of deslanoside has an excellent relevance to human prostate cancer, as revealed by the genomic analysis of deslanoside-modulated genes in human prostate cancer. Although many deslanoside-modulated genes were unique to one cell line or the other, 130 of them showed the same trends of deslanoside-caused expression changes in both 22Rv1 and PC-3 cell lines (Figure 5). Importantly, higher expression levels in 17 of the 130 genes were significantly associated with worse RFS survival in patients with prostate cancer. Ten of the 17 were downregulated by deslanoside and had an inverse correlation with RFS in patients with prostate cancer, including *ITGA2B*, *CNIH2*, *FBF1*, *PABPC1L*, *MMP11*, *DUSP9*, *TMEM121*, *SOX18*, *CMPK2*, and *MAMDC4* (Figure 5 and Figure 7). These 10 genes could thus play an oncogenic role in prostate cancer. On the other hand, two of the 130 genes showed a positive association between their higher expression levels and better RFS, and one of the two, *RASD1*, was upregulated by deslanoside (Figure 5 and Figure 7). *RASD1* could thus play a tumor suppressor role in prostate cancer cells.

Similarly, for OS, higher levels of *ENG* and *GEM* were associated with a worse OS in patients with PCa, and *ENG* was downregulated by deslanoside (Figure 5 and Figure 7), suggesting an oncogenic role of *ENG* in prostate cancer. Higher levels of *JUN*, *MXD1*, and *AQP3* were associated with a better OS, and each of the three genes was upregulated by deslanoside (Figure 5 and Figure 7), suggesting that *JUN*, *MXD1*, and *AQP3* could mediate deslanoside’s anticancer effect in prostate cancer cells.

For the 15 genes whose association with DFS or OS and whose trends of deslanoside-induced expression changes were consistent with anticancer activity, some are well-established players in human cancer, including *MMP11*, *ENG*, *JUN*, and *MXD1*. MMP11 is a matrix metalloproteinase that promotes epithelial-mesenchymal transition and tumor progression [34] and *ENG* (endoglin or CD105) is often upregulated in different types of cancers, particularly during tumor progression, with higher levels correlating with various clinicopathologic factors worse survival and metastases [35,36,37]. ENG is thus an attractive therapeutic target for tumor-associated angiogenesis [38,39,40]. Our findings of both *MMP11* and *ENG* in this study are consistent with their oncogenic roles in the literature. For the *JUN* transcription factor, both oncogenic and tumor-suppressive functions have been reported [41], and it appeared to be tumor suppressive in this study. As part of the MYC/MAX/*MXD1* network, *MXD1* and MYC compete for binding to MAX, so enhanced *MXD1* expression suppresses tumor growth [42,43,44], consistent with our finding here.

Some of the 15 genes have been well implicated in cancer, including *SOX18*, *RASD1*, and *AQP3*. Known functions of both *SOX18* and *RASD1* are consistent with our finding, where *SOX18* was suggested to be oncogenic while *RASD1* was tumor suppressive. *SOX18*, a transcription factor upregulated in different types of cancers, and its upregulation is associated with poor prognosis via a role in angiogenesis and metastasis [45,46,47]. On the other hand, *RASD1* is a Ras-related small G protein that inhibits cell proliferation in multiple cell lines from different types of cancers [48]. During the induction of apoptosis by different agents in cancer cells, *RASD1* is upregulated [49,50], and RASD1 expression predicts local control in early breast cancer patients [51] and better survival in astrocytoma patients [52].

However, *AQP3* appears to be oncogenic in the literature, as knockout makes mice resistant to skin tumor formation and overexpression correlates with metastasis and poor prognosis in the breast or gastric cancer [53]. Yet, our finding suggests a tumor-suppressive role for *AQP3* in deslanoside-treated PCa cells.

Some others of the 15 genes have been suggested to play a role in carcinogenesis, but the evidence is still accumulating, including *ITGA2B*, *PABPC1L*, and *CMPK2*. All three of them appear to be oncogenic, consistent with what our findings suggest. *ITGA2B* is the alpha 2b subunit of integrin. Its higher expression levels correlate with worse prognosis in clear cell renal cell carcinoma [54] but with better prognosis in head and neck squamous cell carcinoma [55]. *PABPC1L* is an RNA binding protein that is overexpressed in different cancer types, including prostate cancer, and its overexpression is associated with worse DFS [56,57]. In addition, depletion of *PABPC1L* in colorectal cancer cells inhibits cell proliferation and migration [58]. *CMPK2* is a long noncoding RNA that promotes colorectal cancer progression by activating the FUBP3-Myc signaling axis [59].

Reports for one of the 15 genes, the dual specificity phosphatase *DUSP9*, are inconsistent for its role in tumorigenesis, although our findings suggest an oncogenic role. *DUSP9* is upregulated in colorectal cancer with an association with worse DFS [60], it promotes cell proliferation and tumor growth in human HCC cells [61], and its upregulation in triple-negative breast cancer cells correlates with enhanced stemness [62]. However, other studies demonstrated that downregulation of *DUSP9* promotes tumor progression and contributes to poor prognosis in colorectal cancer [63], and *DUSP9* silencing activates JNK signaling to promote cell proliferation in human gastric cancer [64].

For the remaining four of the 15 genes, including *FBF1*, *CNIH2*, *TMEM121*, and *MAMDC4*, there are hardly any documents concerning their potential roles in cancer development, thus providing potentially novel candidates for understanding how deslanoside inhibits tumor growth in prostate cancer.

## 5. Conclusions

In summary, we demonstrated that another cardiac glycoside, deslanoside, inhibited the tumor growth of human prostate cancer cells via cell cycle arrest and apoptosis induction. Mechanistically, deslanoside modulates the expression of a wide range of genes underlying various biological processes and signaling pathways. There were 15 genes whose association with DFS or OS and trends of deslanoside-induced expression changes were consistent with an anticancer activity for deslanoside, including *AQP3*, *CMPK2*, *CNIH2*, *DUSP9*, *ENG*, *FBF1*, *ITGA2B*, *JUN*, *MAMDC4*, *MMP11*, *MXD1*, *PABPC1L*, *RASD1*, *SOX18*, and *TMEM121*. While many of the 15 genes have been documented for their roles in cancer development or progression, four of them have not been implicated in cancer before, providing novel candidates for understanding how deslanoside inhibits tumor growth in prostate cancer cells.

## Figures and Tables

**Figure 1:**
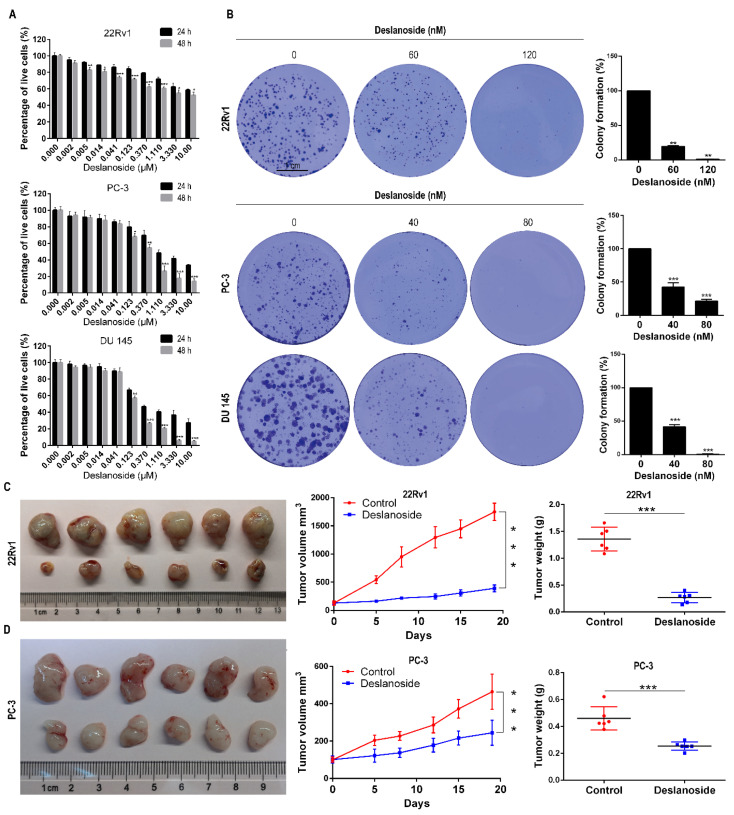
Deslanoside exerts anticancer activity in prostate cancers cells. (**A**) Deslanoside decreases cell viability in 22Rv1, PC-3, and DU 145 PCa cell lines, as determined by the CCK-8 assay in cells treated with indicated concentrations for 24 or 48 h. (**B**) Deslanoside reduced colony formation in the same 3 cell lines, as analyzed by the colony formation assay in cells treated with indicated concentrations for 13 days (22Rv1) or 10 days (PC-3 and DU 145). Scale bars, 1 cm. (**C**,**D**) Deslanoside attenuated tumor growth of 22Rv1 (**C**) and PC-3 (**D**) cells in nude mice, as indicated by tumor images (left), tumor volumes at indicated days (middle), and tumor weights at surgical isolation (right). An unpaired *t*-test was used to determine the statistical significance. All values are presented as mean ± SD. *n* = 6 for each group. * *p* < 0.05, ** *p* < 0.01; *** *p*< 0.001.

**Figure 2:**
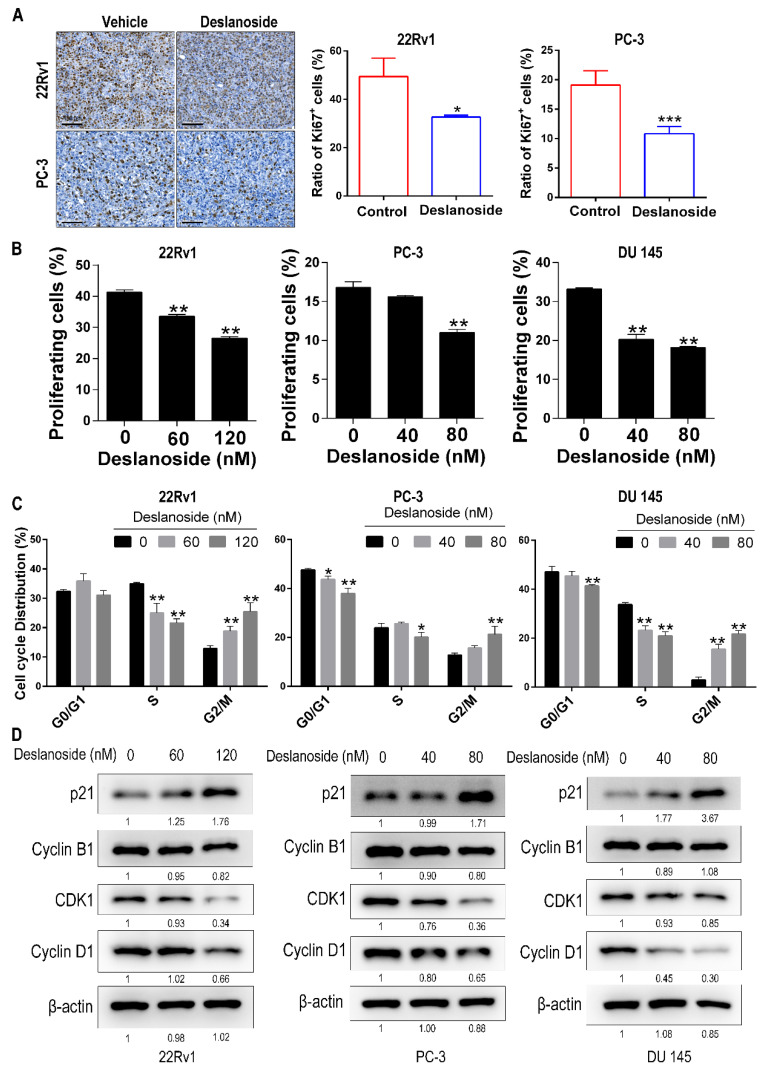
Deslanoside inhibits cell proliferation by causing cell cycle arrest at G2/M. (**A**) Detection of proliferating cells by immunohistochemical staining of the Ki67 proliferation marker in xenograft tumors of 22Rv1 and PC-3. Images of stained tumor sections are at the left, and the ratios of Ki67 positive cells are at the right. An unpaired t-test was used for statistical analysis. Scale bars, 100 μm. (**B**) The effect of deslanoside on cell proliferation was analyzed using the EdU proliferation assay in 3 PCa cell lines. Shown are ratios of proliferating cells. (**C**) The effect of deslanoside on the cell cycle progression was determined using flow cytometry in the 3 PCa cell lines after treatments with deslanoside at indicated concentrations for 48 h. The Student’s t-test was used for the statistical analysis. * *p* < 0.05; ** *p* < 0.01, *** *p* < 0.001. Data are shown as mean ± SD from triplicate experiments. (**D**) Expression of cell cycle-related proteins p21, Cyclin B1, CDK1, and Cyclin D1 was detected by western blotting in cells treated with deslanoside for 48 h. β-actin was used as a loading control.

**Figure 3:**
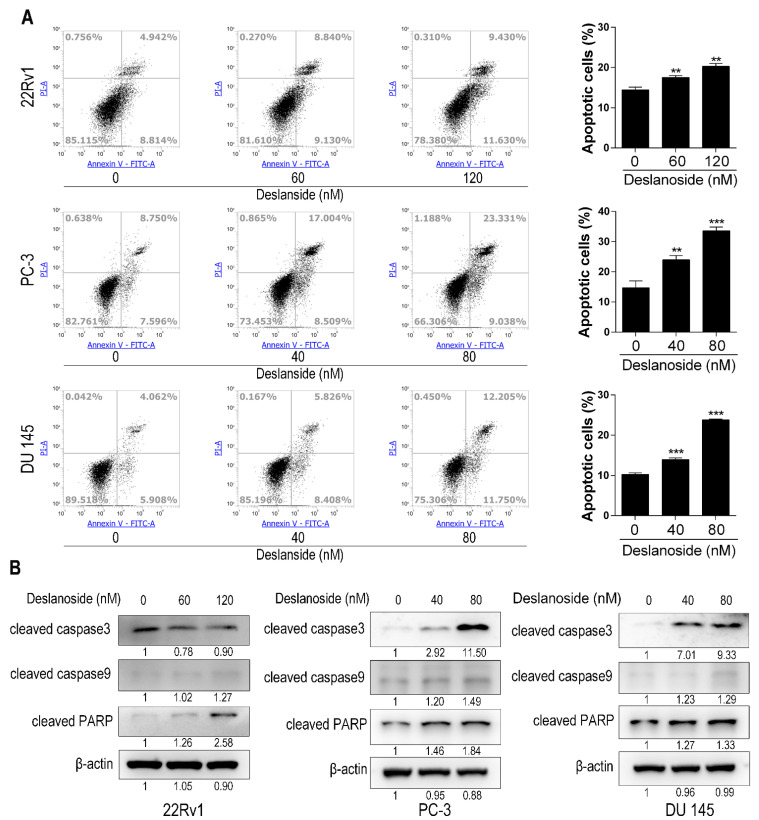
Deslanoside induces apoptosis via caspase-mediated cleavages in PCa cells. (**A**) Detection of apoptotic cells by flow cytometric and annexin V-FITC and PI double staining in 22Rv1, PC-3, and DU 145 PCa cell lines treated with deslanoside at indicated concentrations for 48 h. Percentages of apoptotic cells are shown at right. The Student’s t-test was used to determine the statistical significance between the control and each treatment. ** *p* < 0.01; *** *p* < 0.001. Data are presented as mean ± SD of at least three independent experiments. (**B**) Expression of apoptosis-related proteins, including cleaved forms of caspase 3, caspase 9, and PARP, was detected by western blotting. β-actin was used as a loading control.

**Figure 4:**
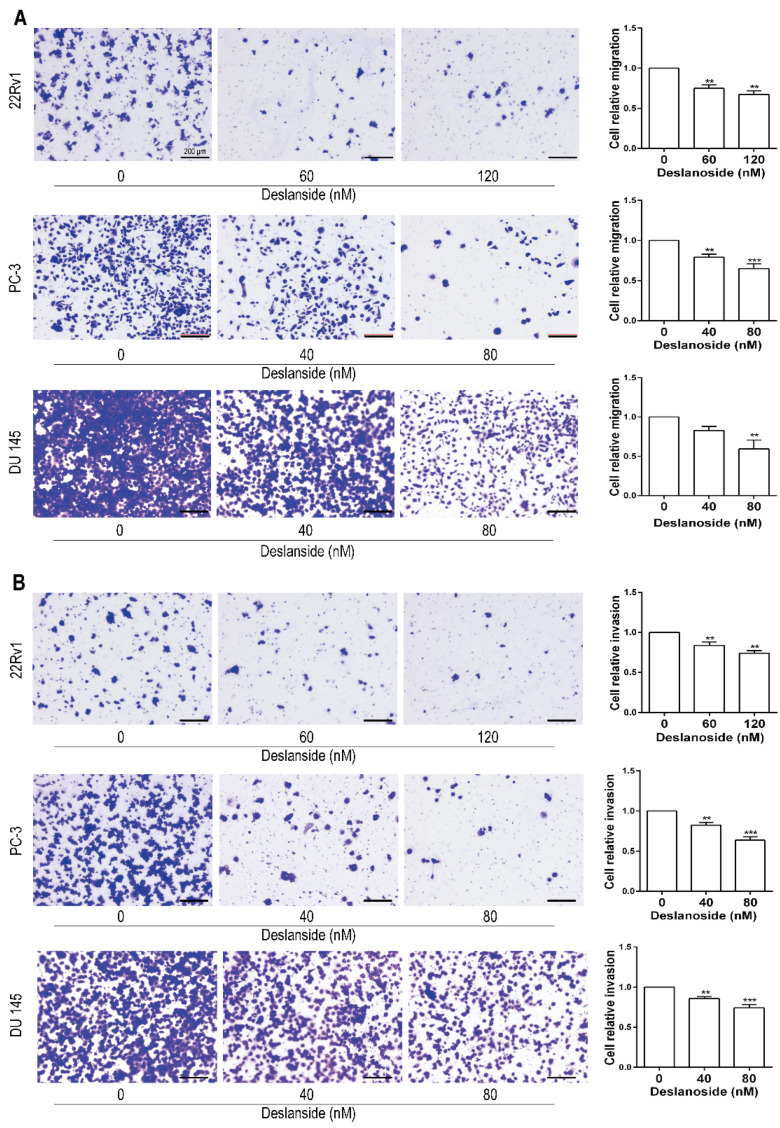
Deslanoside suppresses cell migration and cell invasion in human prostate cancer cells. (**A**) Deslanoside decreased the migratory capability of 22Rv1, PC-3, and DU 145 cells in a dose-dependent manner after treatment. (**B**) Effect and statistical analysis of invasion in three cell lines after treating deslanoside in transwell assays. Scale bars, 200 μm. The Student’s *t*-test was used for the statistical analysis. ** *p* < 0.01; *** *p* < 0.001. Data are presented as mean ± SD of at least three independent experiments.

**Figure 5:**
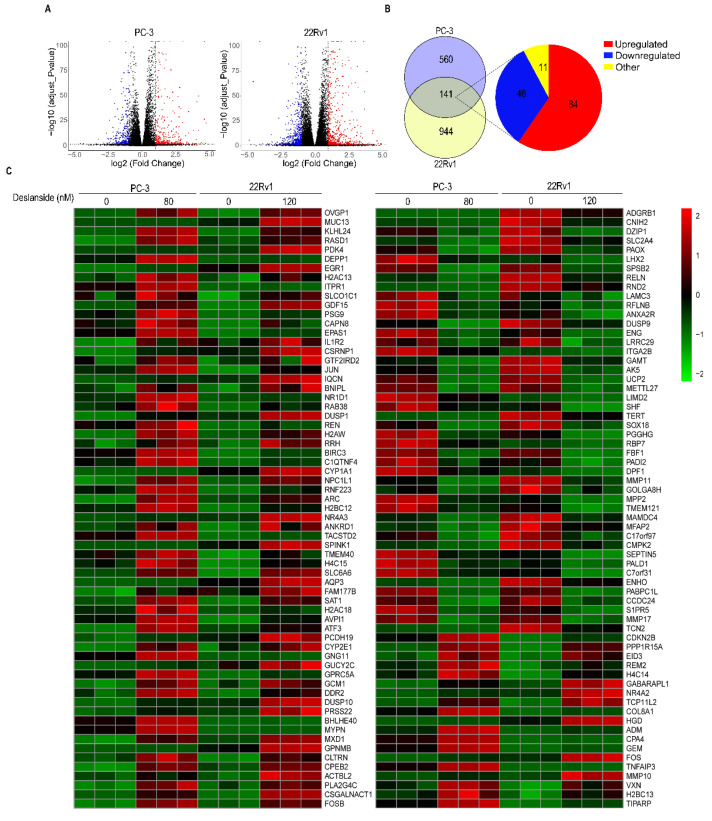
Effect of deslanoside on global gene expression in 22Rv1 and PC-3 PCa cells. (**A**) Volcano plots of all quantified genes from the gene expression profiles between the control and deslanoside-treated groups in 22Rv1 and PC-3 PCa cell lines. (**B**) Venn diagram showing deslanoside-induced differentially expressed genes (DEGs) in 22Rv1 cells (560, purple), PC-3 cells (944, light yellow), and overlapped DEGs between 22Rv1 and PC-3 (141, gray). Red and blue indicate genes that were upregulated (84) and downregulated (46), respectively, in both cell lines. Yellow indicates genes (11) that were upregulated in one cell line but downregulated in the other. (**C**). Heatmap of the 130 DEGs regulated by deslanoside in PC3 and 22Rv1 cells.

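The 130 symbols of the heatmap were all found in the deposited table. Of them, 126 were DEGs in PC-3 and 122 in 22Rv1, and 118 in both, with 73 rising and 45 falling. Adjusted over the list alone, the numbers were also 126 and 122, and since the study chose the list on these samples, this is not independent evidence. Each of the 127 genes tested in PC-3 and the 124 tested in 22Rv1 changed in the direction of the heatmap. With limma on log2(FPKM + 1), the number called in both was 25. Of the 12 genes not called in both lines, 9 did not pass the filter on low counts in a line. PSG9, RAB38 and CAPN8 had no counts in any control library of 22Rv1, and GUCY2C none in the control libraries of PC-3. PSG9 was at least 1.79-fold, RAB38 at least 2.34-fold and CAPN8 at least 2.24-fold higher in 22Rv1, and GUCY2C at least 1.14-fold higher in PC-3. Not every deslanoside library reached these bounds. CAPN8 had 2 to 12 counts per deslanoside library of 22Rv1, with 0.491, 0.246 and 0.0797 CPM in replicates 1 to 3. GUCY2C had 2 to 5 counts per deslanoside library of PC-3. H2AC18 had 0 to 261 counts in the deslanoside libraries of 22Rv1 and none in the controls, and shares its sequence with another histone gene. RRH and SPINK1 were also not tested in PC-3. IL1R2 had a log2 fold change of 0.98 (standard error 0.26, adjusted p = 0.00704) in 22Rv1 and GOLGA8H of -0.97 (standard error 0.21, adjusted p = 3.82e-04) in PC-3, both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and both short of the fold-change threshold. IL1R2 passed it in 4 of the 6 fits that each left out a library, with 0.75 to 1.15, and GOLGA8H in 2, with -1.12 to -0.84. GNG11 had 1.199 (standard error 0.57, adjusted p = 0.0835) in 22Rv1 in the same edgeR test, and 0.24 with the PC-3 reads subtracted. Without deslanoside replicate 1 it had 0.033, and without deslanoside replicate 2 or 3 it had 1.50 and 1.60 and passed. That subtraction left 111 of the 130 genes called in both lines. The calls of NR1D1 (0.91), BHLHE40 (0.90), ADM (0.997), TNFAIP3 (0.46) and MFAP2 (-0.98) in 22Rv1 were lost, and MYPN and CPA4 no longer passed the filter on low counts. Leaving out deslanoside replicate 1, the library with PC-3 reads, also left 111. ADM, MYPN and CPA4 were then still called in 22Rv1, but 8 other calls were lost there. Of these, RFLNB (-0.87), MPP2 (-0.98), CCDC24 (-0.95) and MMP17 (-0.97) had kept theirs with the subtraction. Another 25 genes were DEGs in both lines with the same direction and are not in the heatmap.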

**Figure 6:**
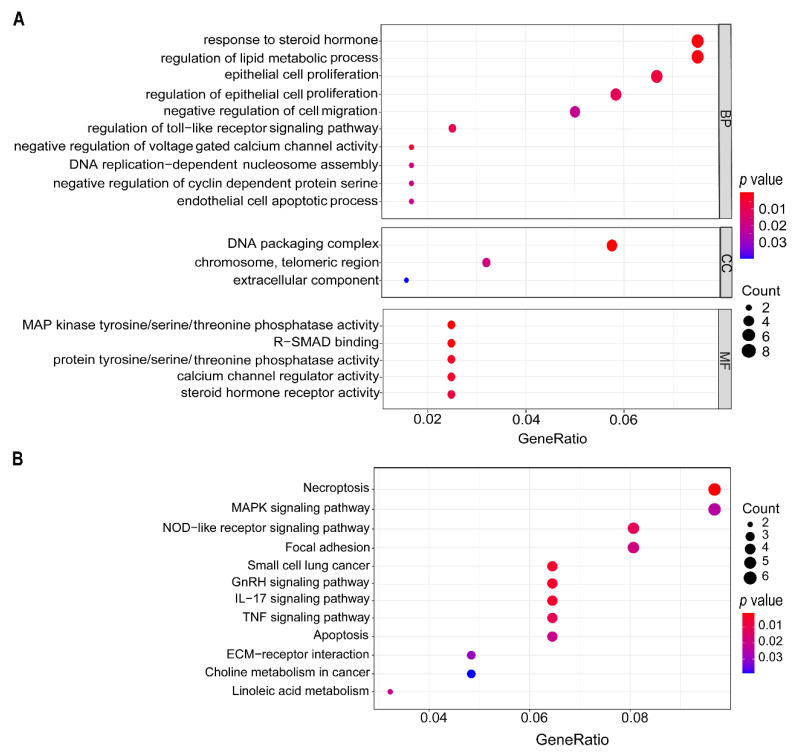
Analysis of gene functions for deslanoside-induced DEGs. (**A**) Bubble diagram of GO terms defined by DEGs in both cell lines. The vertical axis represents GO terms, and the horizontal axis represents the gene ratios indicating the enrichment degree. A larger gene ratio means a more robust enrichment. The size of a dot reflects the number of genes defining a GO term. (**B**) Signaling pathways enriched by DEGs, as revealed by the KEGG pathway enrichment analysis. The vertical axis indicates different pathways, and the horizontal axis indicates the gene ratio. A higher gene ratio, marked by a larger circle, means a more robust enrichment for a pathway. The size of dots is determined by the number of DEGs in a pathway. BP, biological process; CC, cellular component; MF, molecular function.

**Figure 7:**
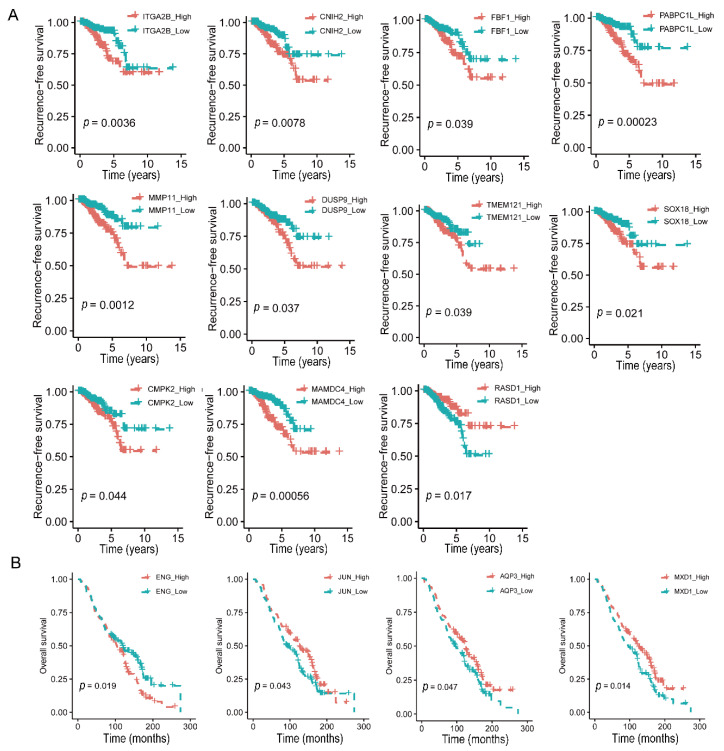
Altered expression of deslanoside-modulated genes correlates with recurrence-free survival (RFS) or overall survival (OS) in PCa patients. Kaplan-Meier analysis was used to determine RFS (**A**) and OS (**B**) in patients with higher and lower expression levels of a gene. Gene expression and survival information were retrieved from the TCGA database for DFS and the GSE16560 FOR OS. Genes correlated with RFS include *ITG2B*, *CNIH2*, *FBF1*, *PABPC1L*, *MMP11*, *DUSP9*, *TMEM121*, *SOX18*, *CMPK2*, *MAMDC4*, and *RASD1*; and those correlated with OS include *ENG*, *JUN*, *AQP3*, and *MXD1*.

**Table 1:** Identification of genes and their association with recurrence-free survival (RFS) or overall survival (OS) in prostate cancer.

Survival	Gene Symbol	Gene ID	HR	*p* Value	Des (Up or Down)
Recurrence-free survival (TCGA)	ITGA2B	3674	0.438	0.005	↓
	FBF1	85,302	0.562	0.042	↓
	TMEM121	80,757	0.559	0.042	↓
	CMPK2	129,607	0.567	0.047	↓
	RASD1	51,655	1.969	0.019	↑
	C1QTNF4	114,900	0.559	0.042	↑
	PABPC1L	80,336	0.341	<0.0001	↓
	COL8A1	1295	0.408	0.004	↑
	GPNMB	10,457	0.481	0.015	↑
	REM2	161,253	0.516	0.022	↑
	CDKN2B	1030	0.548	0.042	↑
	MMP11	4320	0.384	0.002	↓
	SOX18	54,345	0.51	0.024	↓
	CYP2E1	1571	0.371	0.001	↑
	RBP7	116,362	2.221	0.008	↓
	CNIH2	254,263	0.463	0.009	↓
	DUSP9	1852	0.556	0.04	↓
	SLC6A6	6533	0.521	0.027	↑
	MAMDC4	158,056	0.374	0.001	↓
Overall survival (GSE16560)	ENG	2022	1.389	0.02	↓
	GEM	2669	1.36	0.03	↑
	JUN	3725	0.754	0.044	↑
	AQP3	360	0.758	0.048	↑
	MXD1	4084	0.709	0.015	↑

Des, deslanoside; HR, hazard ratio.

## Data Availability

The data presented in this study are openly available in the Cancer Genome Atlas Program (TCGA) and Gene Expression Omnibus (GEO).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cancers13225809/s1, Figure S1: (A) Monitoring of mouse body weights during deslanoside treatment. (B) (H&E) staining of main organs from the mice. Figure S2: Representative FACS plots for EdU-labeled proliferating cells (A) and the cell cycle distributions (B) from flow cytometry analyses in 22Rv1, PC-3, and DU 145 PCa cells treated with deslanoside at indicated concentrations for 48 h. Figure S3: The effects of deslanoside on cell viability of RWPE-1 cell line, as determined by the CCK-8 assay in cells treated with indicated concentrations for 24 or 48 h. Figure S4: Unprocessed blot images for western blotting results.

How the deposited data were processed for this re-analysis (not part of the article)

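RNA sequencing of 12 cultures was analysed, 3 control and 3 deslanoside-treated cultures each of PC-3 (80 nM) and 22Rv1 (120 nM), treated for 48 h. The authors aligned the clean reads with Bowtie2 and quantified genes with RSEM. Their deposited table holds expected counts, FPKM and TPM for each library and the means of each group, for 18615 genes with NCBI gene IDs. The expected counts carry no normalization by the authors, and the FPKM and TPM are RSEM's own. The reads themselves were not used here, so the authors' alignment and quantification were taken as deposited. Positions and gene types were taken from GENCODE release 29 by NCBI gene ID (18198 genes matched) and from a RefSeq gene list (18457 matched).

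The expected counts of each library were rounded to whole numbers (0 decimals kept) and analysed in R 4.3.3 with edgeR 4.0.16. Libraries were grouped by cell line and treatment as the labels give them. Genes with low counts were removed by filterByExpr with its minimum count of 10 and minimum total count of 15, which left 13615 genes in PC-3 and 14187 in 22Rv1. TMM factors scaled the libraries, and the quasi-likelihood test compared 3 deslanoside with 3 control libraries in each line alone. DEGs had a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. The shared DEGs were found by gene ID. The difference in response between the lines was tested as an interaction term in one fit over all 12 libraries, with the same thresholds, on 15008 genes. Total expected counts per library lay between 24053020 and 27607421. At this depth a gene with 3 counts or fewer in every library of a group was treated as at the floor, and a lower bound of its change was computed against 3 counts. Counts of reads without molecular identifiers are not independent molecules, so such bounds cover counting error only.

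The named genes were chosen by a rule set in advance. It took every gene of Table 1, and the 5 rising and 5 falling shared DEGs with the largest smaller change of the lines and no overlap of libraries. It took the 3 rising and 3 falling DEGs of each line with the largest change and no overlap, and up to 12 DEGs with opposite directions by the smallest interaction p. It also took the genes of the proteins in Figures 2 and 3, the members of the gene lists found in Figure 5C, every member of a further short list, and up to 10 genes of Figure 5C not called in both lines. IL1B, RRH, SPINK1, NR1D1, BHLHE40, ADM, MFAP2, CPA4, RFLNB, MPP2, CCDC24 and MMP17 fall outside this rule where they appear and were named after their values were seen. The 10 gene lists were written from general knowledge with Figure 5C already read. They include S-phase genes, G2/M genes, immediate-early genes, MAP kinase phosphatases, sterol synthesis genes, NF-kB target genes, androgen-responsive genes, p53 target genes and histone genes. A remaining list, and single genes that the rule above would name, entered the counts and the adjustment of p-values but are not reported here. All lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01, and also with fry and with camera at an estimated correlation. For each list, 10000 random lists were drawn from the 50 tested genes nearest to each member in expression level, length and GC content.

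Reads of the other cell line were estimated from marker genes with more than 50 CPM in both groups of one line and a median under 0.3 CPM in the remaining libraries of the other. The source of the PC-3 reads was examined in genes with more than 20 CPM in PC-3 and under 1 CPM in the other 22Rv1 libraries. For the subtraction, each 22Rv1 library lost its share of the PC-3 levels of the same treatment.

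The alternatives were DESeq2 1.42.0, RLE factors, library size only, no filter on low counts, at least 10 counts in every library, one fit over all 12 libraries, the replicate number as a block, glmTreat against a 2-fold change, limma on log2(FPKM + 1) and log2(FPKM + 0.1), and each library left out in turn. The subtraction of the PC-3 reads was added after the data were seen. For the correlation between the lines, one fit over all 12 libraries, the replicate block and limma on both FPKM scales were also added then. The fits were repeated for the 10 splits of the libraries within each line and for the 100 pairs of these splits.

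The methods were tested on simulated data with 200 changed genes in each line at a log2 fold change of 1.5. The edgeR test recovered 97% of them in PC-3 and 95.5% in 22Rv1, with 1.52% and 2.05% false calls. For the difference between the lines there were 392 changed genes. The interaction test recovered 91.1% of these, with 4.29% false calls. In the data far more genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 9111 in PC-3 and 9831 in 22Rv1. The simulated rates therefore do not give the error of the real lists, where many changes can lie near the fold-change threshold. A share of 4% of PC-3 counts put into a 22Rv1 library was estimated as 3.95%.

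The GO and KEGG annotations and the patient data behind the survival analysis were not used here. The TPM and the group means of the deposited table were not used for any value.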

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

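The tests of the PC-3 reads, of the normalization, of the subtraction of PC-3 reads, of low counts and of the dose were chosen only after the results they test were seen.

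Replicate 1 of the deslanoside-treated 22Rv1 cells drew attention because genes that the paper does not discuss were expressed in it above their level in every control library of 22Rv1. The 43 PC-3 markers had a median of 4.61% of their level in deslanoside-treated PC-3 cells. IL1B, the most abundant of them, had 70.6 CPM in this library, 0.0809 and 0.157 CPM in the other deslanoside libraries of 22Rv1, at most 4.16 CPM in a control library of 22Rv1, and 1504 CPM in deslanoside-treated PC-3 cells. A different response of the 22Rv1 cells of this culture is argued against, since 100% of the markers lay within 1.5 times of the median share, although their levels in PC-3 cells ranged widely. RNA or reads of untreated PC-3 cells are argued against as well. Over 14 genes that deslanoside raised in PC-3, the library held a median of 9.97% of the level in untreated PC-3 cells, above the share of the markers. The same genes had a median of 4.58% of their level in deslanoside-treated PC-3 cells, close to the 4.61% of the markers. A candidate explanation is therefore that RNA, cells or reads of deslanoside-treated PC-3 cells entered this library. How they entered stays open. The other deslanoside libraries of 22Rv1 had no PC-3 share (the larger was -0.027%), but which libraries were sequenced in one pool is not known, so an exchange of reads between libraries and a mixture of cells or RNA before sequencing cannot be told apart. Smaller shares of the other line were found in replicate 3 of the 22Rv1 control (0.222%), in replicate 1 of the PC-3 control (0.245%) and in replicate 2 of the PC-3 deslanoside group (0.225%).

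The PC-3 reads enlarged the spread between the 22Rv1 libraries. The common dispersion in edgeR was 0.00282 in 22Rv1, against 0.000747 with the PC-3 reads subtracted and 0.000779 without deslanoside replicate 1. With the reads subtracted there were 1151 DEGs in 22Rv1, of which 1055 were shared with the 1149 found without subtraction.

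The response differed between the cell lines in a test of the difference itself, the interaction term over all 12 libraries. Of 15008 genes, 7523 had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold changes of 1025 of these differed by more than 1, with 545 more positive and 480 more negative in 22Rv1. Which direction was more frequent depended on the setting. With the PC-3 reads subtracted, 466 were more positive and 632 more negative, and without deslanoside replicate 1 of 22Rv1 the numbers were 451 and 648. It also turned without control replicate 1 of PC-3 (491 and 511) and without control replicate 2 of 22Rv1 (467 and 474). PC-3 reads in the 22Rv1 libraries are argued against as the cause of most of these calls, since 928 of them were shared with the fit on counts with the PC-3 reads subtracted, which gave 1098. The normalization is argued against as the whole cause, since 1018 of the calls were shared with scaling by library size only and 1020 with RLE factors. Low counts in one line cannot account for all of them, since 573 of them were shared with the fit on genes with at least 10 counts in every library, which gave 596. DESeq2 gave 934 genes, of which 876 were shared. Regrouping the libraries within the lines gave as many genes in 4 of the 100 pairs of splits, the real one included. The other 3 kept the real split of 22Rv1 with a regrouped PC-3, so that they counted the response of 22Rv1 itself, and had 1062, 1070 and 1143 genes. Each line received 1 dose of deslanoside, 80 nM in PC-3 and 120 nM in 22Rv1, so the dose and the cell line cannot be told apart as the source of these differences. A difference between the lines themselves stays open and was not tested apart from the dose.

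Among the gene lists that differed between the lines were the G2/M genes and the MAP kinase phosphatases, under camera, camera with an estimated correlation and fry. The G2/M genes had a median difference of -0.36 (22Rv1 less PC-3, log2 scale) over 54 genes, with adjusted p-values of 1.53e-11 in camera, 0.0476 in camera with an estimated correlation and 1.06e-06 in fry. The MAP kinase phosphatases had 0.41 over 10 genes, with 8.12e-04 in camera, 0.0476 in camera with an estimated correlation and 2.03e-06 in fry. The S-phase, immediate-early, sterol synthesis, p53 target and histone genes passed in camera but not with an estimated correlation, where their adjusted p lay between 0.195 and 0.297.

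The expression level, length and GC content of the genes are argued against as the cause of both differences. Among 10000 lists matched on these properties, the median difference lay at percentile 0 for the G2/M genes and 99.85 for the MAP kinase phosphatases. The same percentiles argue against the scaling of the libraries, which moves the matched lists alike. With the PC-3 reads subtracted from the 22Rv1 libraries, the median differences were -0.368 and 0.42, which argues against those reads. What stays open is whether the cell line or the dose underlies these differences, since each line was sequenced at 1 dose. That they may be biological is a hypothesis, found and tested on the same libraries.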

How the results depend on the processing

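Of the alternatives below, the subtraction of the PC-3 reads from the 22Rv1 libraries was chosen only after the data were seen, and so were, for the correlation between the lines, one fit over all 12 libraries, the replicate block and limma on both FPKM scales.

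The numbers of DEGs in PC-3 (679) and 22Rv1 (1149) stayed within 1.5 times under DESeq2, RLE factors, library size only, no filter on low counts, at least 10 counts in every library, one fit over all 12 libraries, the replicate block, limma on log2(FPKM + 0.1), each library left out and, for 22Rv1, the subtraction. The 2 exceptions make calling harder by their construction. Testing against a 2-fold change with glmTreat asks for a change above the threshold beyond its error. It gave 236 DEGs in PC-3 and 389 in 22Rv1, 35 in both, 33 with the same direction, 2 with opposite directions and 33 of the genes of Figure 5C in both. Limma on log2(FPKM + 1) shrinks the changes of genes with low values. It gave 175 and 337 DEGs, 26 in both, 25 with the same direction, 1 with opposite directions and 25 of the genes of Figure 5C.

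The overlap between the lines depended more on the setting. With at least 10 counts in every library, which leaves fewer genes to test, there were 90 shared DEGs, 82 with the same direction, 8 with opposite directions, 78 of the genes of Figure 5C and 596 genes whose response differed between the lines. With limma on log2(FPKM + 0.1) there were 100 shared DEGs, 92 with the same direction and 8 with opposite directions, and the cause was not tested. Without a filter on low counts, which adds genes to the test, 28 genes changed in opposite directions, and with one fit over all 12 libraries 29 did, for which the cause was not tested. The correlation of log2 fold changes between the lines, 0.417, was 0.204 without the filter and 0.22 with DESeq2, each of which includes genes with low counts in the correlation. It was 0.277 with one fit over all 12 libraries, over 15008 genes in place of 12829, and 0.457 with limma on log2(FPKM + 1), and the cause was not tested. With each library left out in turn it ranged from 0.386 to 0.418. It moved by more than its standard error without 22Rv1 deslanoside replicate 2 (0.387) and replicate 3 (0.386), and the cause was not tested.

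The replicate number as a block gave 676 DEGs in PC-3 and 1139 in 22Rv1, 154 in both, 142 with the same direction, 12 with opposite directions and 1112 genes whose response differed. The deviations of libraries with the same number had correlations between -0.061 and 0.16 in PC-3 and between -0.19 and 0.25 in 22Rv1, so the numbers do not pair the samples.

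Of the 20 set tests, 17 passed, and between 16 and 19 did under the alternatives other than camera with an estimated correlation, which passed 6. That setting estimates how strongly the genes of a list vary together, from few libraries. Its adjusted p in PC-3 was 0.158 for the S-phase genes, 0.278 for the G2/M genes, 0.134 for the MAP kinase phosphatases, 0.0778 for the NF-kB target genes and 0.133 for the androgen-responsive genes. In 22Rv1 it was 0.0593 for the G2/M genes, 0.158 for the sterol synthesis genes, 0.181 for the androgen-responsive genes, 0.181 for the p53 target genes and 0.299 for the histone genes. Each of these was the highest value of its list over the alternatives. The lowest values in PC-3, in the same order, were 7.56e-09, 3.97e-04, 5.5e-05, 2.16e-05 and 7.81e-05, and in 22Rv1 they were 2.95e-06, 1.9e-04, 3.14e-04, 1.03e-04 and 5.37e-04.

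Under fry, the p53 target genes in PC-3 passed with an adjusted p of 5.5e-05, where the alternatives ranged from 5.5e-05 to 0.229, and the cause was not tested. The NF-kB target genes in 22Rv1, with 0.0543 in camera, passed with fry (0.00558). In camera they passed with library size only (0.0399), at least 10 counts in every library (0.0481) and the subtraction of PC-3 reads (0.046). Their alternatives ranged from 0.00558 to 0.438, and with each library left out from 0.0326 (without deslanoside replicate 2) to 0.0797, with 0.0403 without deslanoside replicate 3. The G2/M genes in PC-3 had 0.0762 with library size only in camera. With each library left out they ranged from 0.0254 to 0.0508, the latter without deslanoside replicate 3. The androgen-responsive genes in 22Rv1 had 0.0558 in camera with the subtraction and ranged from 0.0276 to 0.0523 with each library left out, the latter without deslanoside replicate 1. The histone genes in 22Rv1 ranged from 0.0206 to 0.0518, the latter without control replicate 2. These lists lie near the threshold, and the cause of the changes was not tested.

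Of the 173 log2 fold changes of named genes, 163 kept their direction and side of the threshold with DESeq2 (6 weaker, 3 stronger, 1 reversed), 172 with RLE factors, 168 with library size only, 171 without a filter, 127 of 128 with at least 10 counts in every library, 171 with one fit over all 12 libraries and 173 with the replicate block. With limma on log2(FPKM + 1), 96 did and 75 became weaker, and with log2(FPKM + 0.1), 157 did and 14 became weaker. With the subtraction, 80 of 83 did. Of 1038 values with each library left out, 1008 did, and 12 became weaker, 11 stronger and 7 reversed.

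The direction reversed for 4 of these values, each close to 0. CCNB1 in 22Rv1 (-0.0026) had 0.017 with DESeq2, 0.015 with RLE factors, 0.0078 without a filter, 0.015 with at least 10 counts in every library, 0.013 with one fit over all 12 libraries and 0.018 with the subtraction, and ranged from -0.018 to 0.020 with each library left out. It was positive without control replicate 1 (0.0019), control replicate 3 (0.020), deslanoside replicate 1 (0.018) or deslanoside replicate 2 (0.0064). CASP9 in PC-3 (0.067) had -0.069 with limma on log2(FPKM + 1) and -0.077 on log2(FPKM + 0.1). FXYD3 in PC-3 (0.029) had -0.023 with library size only, -0.064 with limma on log2(FPKM + 1) and -0.088 on log2(FPKM + 0.1), and ranged from -0.079 (without control replicate 2) to 0.097 with each library left out. It was also negative without deslanoside replicate 3, with -0.070. ITGA4 in 22Rv1 (-0.16) ranged from -0.45 to 0.041, the latter without control replicate 1. None of these 4 had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and the cause of the reversals was not tested.

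Depth limits the genes with few counts. For genes with at most 3 counts in every library of a group, only a lower bound of the change is given, and the filter left 9 genes of Figure 5C untested in a line.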

Differences from the paper's values

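No test of a cause was run for these differences. The legend of Figure 5B gives the paper's number of DEGs found in one cell line only as 944 in PC-3, and 523 were found here. For 22Rv1 the legend gives the paper's number as 560, and 993 were found here. Among the alternatives set before the data were examined, the analysis without a filter on low counts came within 1.5 times of the paper's 944 in PC-3, with 738 genes. For the paper's 560 in 22Rv1, the fit on genes with at least 10 counts in every library (760) and limma on log2(FPKM + 0.1) (751) came within 1.5 times. The other alternatives did not, and none came within 1.5 times for both lines. DESeq2, the tool that the paper names, gave 572 in PC-3 and 954 in 22Rv1. The text of the paper gives 701 DEGs in PC-3 and 1085 in 22Rv1 with 141 shared, which leaves 560 for PC-3 and 944 for 22Rv1, the reverse of the legend.

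The other numbers of DEGs in the paper's text lay within 1.5 times of those found here. These are the paper's 701 against 679 in PC-3, 1085 against 1149 in 22Rv1, 141 against 156 shared, 84 against 85 rising in both, 46 against 58 falling in both, 11 against 13 changed in opposite directions and 130 against 143 with the same direction. DESeq2 gave 141 shared genes and 84 rising in both, which equal the paper's numbers, and 713, 1095, 45, 12 and 129 for the others.

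The heatmap of Figure 5C holds 12 genes that were not called in both lines here. Of these, 9 did not pass the filter on low counts in a line, among them PSG9, CAPN8, RAB38, RRH, C1QTNF4, SPINK1, H2AC18 and GUCY2C, and IL1R2, GNG11 and GOLGA8H were tested but not called. Of the 130 genes, 127 were called in both lines without the filter on low counts and 127 with one fit over all 12 libraries, in each case all but IL1R2, GNG11 and GOLGA8H. DESeq2 called 128, all but BHLHE40 in 22Rv1 and GOLGA8H in PC-3, and thereby C1QTNF4 in 22Rv1, IL1R2 with a log2 fold change of 1.001 and GNG11 with 1.22. GOLGA8H was called in PC-3 with scaling by library size only, with -1.02. It was also called without PC-3 control replicate 1, with -1.12, and without PC-3 deslanoside replicate 3, with -1.10. IL1R2 was called in 22Rv1 without control replicate 1 (1.15), control replicate 3 (1.004), deslanoside replicate 1 (1.04) or deslanoside replicate 3 (1.13), and GNG11 without deslanoside replicate 2 (1.50) or 3 (1.60).

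The paper's discussion calls CMPK2 a long noncoding RNA. CMPK2 is listed as a protein-coding gene in GENCODE release 29 and in the RefSeq gene list, where the separate gene NRIR is the one with the alias lncRNA-CMPK2.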

Other observations

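The tests of the normalization, of the S-phase genes, of the subtraction of PC-3 reads and of cells held in G2/M were chosen only after the results they test were seen.

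Other splits of the libraries were counted for each result of a fit across genes. In PC-3, 1 of the 10 splits of the 6 libraries gave as many DEGs, the real one, and no other split gave more than 0. In 22Rv1 it was also 1 of 10, and the largest number from another split was 2. With 10 splits this share cannot fall under 0.1, so these counts alone decide nothing. Over 100 pairs of splits, 1 pair each, the real one, gave as many DEGs in both lines, as many with the same direction and as many with opposite directions, and the other pairs gave 0. For the gene lists, 1 of 100 pairs gave as many tests past the threshold. The real splits gave 17, the largest other number was 15 and the median of the others was 10. In each line, a split other than the real one still sets 2 libraries of a treatment against 1, so these pairs are not free of the effect of the treatment. For the correlation of log2 fold changes between the lines, 1 of 100 pairs gave a value as large as 0.417. The other pairs were compared without their sign, which depends on which group of a regrouped line is taken as treated. On that scale the largest was 0.348 and the median 0.22.

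Proteins of Figures 2 and 3 were measured in the paper by staining and blotting, and the RNA of several of their genes is given here. Ki-67 was stained in xenograft tumours, so its RNA in cultured cells comes from unlike samples. By blotting, the paper reports more p21 and less Cyclin B1, CDK1 and Cyclin D1 in at least 2 of its 3 cell lines. CDKN1A, which encodes p21, rose in PC-3 with a log2 fold change of 1.55 (standard error 0.055, adjusted p = 6.29e-15) and in 22Rv1 with 0.81 (standard error 0.038, adjusted p = 3.18e-08), both in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and every deslanoside library lay above every control library in both lines. CCND1 had 0.24 in PC-3 and -0.32 in 22Rv1, with adjusted p-values of 8.92e-09 and 4.12e-07 in edgeR's quasi-likelihood test. CCNB1 had 0.25 in PC-3 (adjusted p = 4.82e-08 in the same edgeR test) and did not change detectably in 22Rv1, with -0.0026 (adjusted p = 0.941 in the same edgeR test). CDK1 had -0.034 in PC-3 (adjusted p = 0.245 in edgeR's quasi-likelihood test) and 0.24 in 22Rv1 (adjusted p = 2.03e-04 in edgeR's quasi-likelihood test). MKI67, which encodes Ki-67, had 0.11 in PC-3 and -0.50 in 22Rv1. CASP9 had 0.067 and -0.028, and PARP1 had -0.26 and -0.31. Of these genes only CDKN1A in PC-3 was a DEG. The rises of CCNB1 and CCND1 RNA in PC-3 and of CDK1 RNA in 22Rv1 run opposite to the decrease that the paper reports for these proteins. The paper's text does not say in which lines each protein fell, so RNA and protein were not compared line by line. RNA levels say nothing about the cleavage of proteins.

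The paper's flow cytometry found more cells in G2/M at the doses that were sequenced. In 22Rv1 the G2/M genes had a median log2 fold change of -0.23, below that of each of 10000 lists matched on expression level, length and GC content, so there was no rise for cells held in G2/M to explain. In PC-3 the median was 0.104, at percentile 99.43 of the matched lists, and it was 0.052 with scaling by library size only. The adjusted p in PC-3 was 0.0309 in camera, 3.97e-04 in fry, 0.0762 in camera with scaling by library size only, 0.0508 in camera without deslanoside replicate 3 and 0.278 in camera with an estimated correlation, and over all alternatives it ranged from 3.97e-04 to 0.278. Whether cells held in G2/M underlie this small rise cannot be told apart from other sources, since the median of these genes is the rise itself. In 22Rv1, where the flow cytometry also found more such cells, the same genes fell, and in PC-3 the S-phase genes fell by 0.278, CCNB1 rose by 0.25 and CDK1 did not change detectably. These values do not decide it.

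Histone genes rose with deslanoside in both lines. Reads moved between near-identical histone genes are argued against as the cause, since the counts summed over all 64 histone genes of the table rose as well, from 117 to 438 CPM in PC-3 and from 59.6 to 126 CPM in 22Rv1. The log2 fold changes of the sums were 1.90 and 1.09, with adjusted p-values of 1.61e-21 and 1.71e-08 in edgeR's quasi-likelihood test. The expression level, length and GC content of the genes are argued against, with the medians at percentile 100 of 10000 matched lists in PC-3 and at 99.99 in 22Rv1. The same percentiles argue against the scaling of the libraries, which moves the matched lists alike. With library size only, the medians were 1.87 and 0.92. More cells in S phase are argued against by the S-phase genes, which fell with medians of -0.278 and -0.572. For 22Rv1, the PC-3 reads are argued against by a median of 0.954 after their subtraction (adjusted p = 0.0381 in camera, where the alternatives ranged from 5.37e-04 to 0.299). In 22Rv1 the set test did not pass with an estimated correlation, so the support for this list is weaker there than in PC-3. The paper's libraries were made from enriched mRNA, and whether the enrichment captured histone transcripts alike in both groups was not tested. That the rise may be biological is a hypothesis, found and tested on the same libraries, and no biological explanation other than the S phase was tested.

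ATP1B1 had a log2 fold change of 0.77 in PC-3 and 1.61 in 22Rv1, from 99.7 ± 1.12 to 170.6 ± 2.45 CPM and from 160.1 ± 7.61 to 490.5 ± 22.8 CPM. ATP1B3 had 0.87 and 1.47, and FXYD5 0.16 and 1.31. FXYD3 had 0.31 in 22Rv1, and in PC-3 it did not change detectably, with 0.029 (adjusted p = 0.908 in edgeR's quasi-likelihood test). Its direction in PC-3 was reversed when libraries were scaled by library size alone (-0.023), in both fits to FPKM (-0.064 and -0.088), without control replicate 2 (-0.079) and without deslanoside replicate 3 (-0.070). No biological explanation was tested for these genes.

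The androgen-responsive genes had a median of 0.35 over 15 genes in PC-3 (camera, adjusted p = 0.027), with 9 rising, and of -0.18 over 19 genes in 22Rv1 (camera, adjusted p = 0.0309), with 6 rising. Their difference between the lines, with a median of -0.21, had an adjusted p of 0.215 in camera, 0.0141 in fry, 0.474 with an estimated correlation and 0.00696 in camera with the PC-3 reads subtracted. The p53 target genes had a median of 0.13 over 19 genes in PC-3 (camera, adjusted p = 0.147), with 12 rising, and of 0.43 over 20 genes in 22Rv1 (camera, adjusted p = 4.48e-04), with 17 rising. For the p53 target genes the difference had an adjusted p of 0.0327 in camera, 2.13e-05 in fry and 0.213 with an estimated correlation.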
